# TOB is an effector of the hippocampus-mediated acute stress response

**DOI:** 10.1038/s41398-022-02078-7

**Published:** 2022-07-29

**Authors:** Mohieldin M. M. Youssef, Hiro Taiyo Hamada, Esther Suk King Lai, Yuji Kiyama, Mohamed El-Tabbal, Hiroshi Kiyonari, Kohei Nakano, Bernd Kuhn, Tadashi Yamamoto

**Keywords:** Molecular neuroscience, Depression, Psychiatric disorders

## Abstract

Stress affects behavior and involves critical dynamic changes at multiple levels ranging from molecular pathways to neural circuits and behavior. Abnormalities at any of these levels lead to decreased stress resilience and pathological behavior. However, temporal modulation of molecular pathways underlying stress response remains poorly understood. Transducer of ErbB2.1, known as TOB, is involved in different physiological functions, including cellular stress and immediate response to stimulation. In this study, we investigated the role of TOB in psychological stress machinery at molecular, neural circuit, and behavioral levels. Interestingly, TOB protein levels increased after mice were exposed to acute stress. At the neural circuit level, functional magnetic resonance imaging (fMRI) suggested that intra-hippocampal and hippocampal-prefrontal connectivity were dysregulated in *Tob* knockout (*Tob*-KO) mice. Electrophysiological recordings in hippocampal slices showed increased postsynaptic AMPAR-mediated neurotransmission, accompanied by decreased GABA neurotransmission and subsequently altered Excitatory/Inhibitory balance after *Tob* deletion. At the behavioral level, *Tob*-KO mice show abnormal, hippocampus-dependent, contextual fear conditioning and extinction, and depression-like behaviors. On the other hand, increased anxiety observed in *Tob*-KO mice is hippocampus-independent. At the molecular level, we observed changes in factors involved in stress response like decreased stress-induced LCN2 expression and ERK phosphorylation, as well as increased MKP-1 expression. This study introduces TOB as an important modulator in the hippocampal stress signaling machinery. In summary, we reveal a molecular pathway and neural circuit mechanism by which *Tob* deletion contributes to expression of pathological stress-related behavior.

## Introduction

On a daily basis, we encounter stressful events to which our bodies generate different responses and store memories to cope with future occurrences. The brain utilizes several mechanisms to cope with psychological stress, and defects in such mechanisms or exposure to excessive stress can increase individual vulnerability to neuropsychiatric disorders like depression and post-traumatic stress disorder (PTSD) [1]. Strikingly, it is estimated that 50% of adults have experienced a traumatic event during their lifetimes. Therefore, it is imperative that we investigate mechanisms that underlie stress responses and identify potential therapeutic targets coordinating stress resilience [2, 3].

The stress coping response is orchestrated at various intercalated layers which include brain connectivity, neuronal activity, molecular signaling, and resulting behavior [4]. Any change in stress resilience mechanisms can induce psychiatric consequences, such as increased fear, anxiety, and depression. Such behaviors are controlled by neuronal circuits governing emotional and fight-flight responses, like the hippocampus, prefrontal cortex, amygdala, and hypothalamus [5]. fMRI is currently the most advanced, non-invasive method to map dynamic changes in brain circuits that regulate stress coping [6, 7]. The ventromedial prefrontal cortex (vmPFC) and hippocampus are regarded as critical regions for stress coping [8, 9]. The mPFC and hippocampus exhibited hemodynamic responses to acute stress [10]. In response to stress, abnormal neuronal circuit remodeling may occur, leading to altered brain connectivity in these regions. Several molecules have been implicated in these remodeling events, like lipocalin-2 (LCN2) and corticotrophin-releasing factor (CRF) [11]. The Hypothalamic-Pituitary Adrenal (HPA) axis is a hormonal signaling pathway that is moderately activated to elicit adaptation to induced stress at molecular, cellular, physiological, and behavioral levels [12]. At the molecular level, acute stress induces transcriptional and translation responses in order to cope with stress [13, 14]. This transient change in molecular signaling is believed to have neuronal protective functions [15]. Our knowledge of the hippocampal molecular stress machinery is limited; therefore, there are continuing efforts to identify genes that function in stress coping responses [16]. Interestingly, several molecules with known functions in cellular stress response have also been implicated in psychological stress-coping mechanisms, e.g., EGR1 [17, 18].

Transducer of ErbB2 (TOB) has been proposed to regulate learning and memory, yet the mechanism is unknown [19, 20]. Notably, *Tob* is one of the early response genes after either neuronal depolarization in excitatory neurons or stress in humans [21, 22]. In addition, TOB protein expression is elevated in hippocampus and cerebellum after behavioral tests like fear conditioning and rotarod tests in rats, respectively [19, 20]. Moreover, decreased *Tob* gene expression has been correlated with depression [23]. Taken together, this suggests that TOB participates in neuronal molecular machinery and behavioral phenotypes. On the other hand, we previously showed that TOB exhibits a unique transient elevation after exposure to UV stress, halting apoptosis, and then eliciting an apoptotic signal after undergoing proteasome-dependent degradation [24]. In this manner, TOB allows cells to recover through DNA repair mechanisms [25]. Furthermore, overexpression of TOB in human bronchial epithelial cells leads to protection from ionizing radiation-mediated cell death, increased ERK phosphorylation, and induced expression of DNA repair proteins [26]. Stimulation using BMP-2, which induces oxidative stress, led to increased TOB protein expression [27, 28]. This suggests that TOB contributes to stress machinery, mostly protective, at both the cellular and molecular levels. However, TOB’s function in psychological stress remains enigmatic.

Utilizing *Tob*-KO mice, we show that TOB has a functional role in stress coping behavior in the brain by regulating hippocampal connectivity, neuronal excitability, and temporal molecular changes induced by stress. Increased TOB protein expression in mouse brain after exposure to acute stress, accompanied by the abnormal behavioral phenotype in *Tob*-KO mice, reveals TOB as key molecular effector in the brain’s stress resilience.

## Materials and methods

### Animals

Male mice with C57BL/6 J genetic background were used in this study. *Tob*-KO mouse generation and validation were described by Yoshida et al. [29]. Floxed *Tob* mice (Accession No. CDB0044E) were generated by insertion of LoxP sequences spanning exon2 of the *Tob* gene with detailed procedure described in supplementary information. 

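The gene is annotated as Tob1 (ENSMUSG00000037573.5) on the forward strand of chromosome 11 of GRCm38, from 94211454 to 94215495. Its annotated transcript has 2 exons. Exon 1 spans 94211454 to 94211731 (278 bp) and is untranslated. Exon 2 spans 94213486 to 94215495 (2010 bp). It opens with 154 bp of 5′ untranslated sequence, and the whole coding sequence of 1086 bp follows from 94213640 to 94214725, with the stop codon at 94214726 to 94214728. The remaining 767 bp of exon 2 are the 3′ untranslated region, so the exon that the LoxP sequences flank holds all of the annotated coding sequence.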

Genotyping to detect insertion at the 5’ end employed primers: FW 5’- TGAGAGCCCTTGGCATGG -3’ REV 5’- ATACCACTTCCCAGCAGG -3’and at 3’ end using: FW 5’- GGAATAATGGAAGGCAGG -3’ REV 5’- CCTCCTATCACCTGGCTC -3’. Mice with homozygous LoxP insertions (Floxed *Tob* mice, Tob^fl/fl^) were used for experiments after backcrossing with C57BL/6 J mice for at least 5 generations. All mice were housed under controlled temperature and a 12-h light/dark cycle. The experimenters were blinded to mice genotype during experimental procedures. Exclusion criteria were determined prior to the start of experimental procedures to ensure animal welfare and were documented in animal experimental procedure protocol. Mice were allocated randomly to experimental groups following *Mendelian* inheritance. All animal experiments were performed following guidelines for experimental animals and approved by the Animal Care and Use Committee, Okinawa Institute and Science Technology Graduate University (OIST), Japan.

### Restraint stress

Mice were restrained in 50-mL Falcon centrifuge tubes with conical bottoms (Corning, USA) for 30 min. Holes were drilled in the tubes to allow respiration, while tube caps had one hole to let their tails pass through. After restraint stress, mice were returned to their home cages for indicated times, to be sacrificed for collection of hippocampi for protein extraction.

### Inescapable electric shock

Mice were exposed inescapable electric shocks as described in the training procedure for “Fear Conditioning and Extinction”, and then returned to their home cages until sacrifice and collection of hippocampi at the indicated times.

### Western blotting

Hippocampal tissues were lysed using ice-cold lysis buffer containing 0.3% SDS, 1.67% Triton X-100, 50 mM Tris-HCl pH7.4, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 10% glycerol, Halt Protease inhibitor cocktail (ThermoFisher, USA), and phosphatase inhibitor cocktail PhosSTOP (Roche, Switzerland). Synaptic fractionation was done following a detailed published protocol [30]. Electrophoresis was performed using 7.5 or 12% TGX Acrylamide gels (Bio-rad, USA) following standard protocols. Proteins were transferred to PVDF membranes using Trans-Blot Turbo Transfer (Bio-Rad, USA) and blocked in TBS buffer containing 5% BSA and 0.1% Tween-20. Antibodies were diluted in Can Get Signal immunoreaction enhancer solution (Toyobo, Japan) and incubated according to the manufacturer’s protocol. Antibodies used were anti-Tob mouse monoclonal antibody as described by Matsuda et al., 1996, anti-Tob rabbit polyclonal antibody (RpAb) (Sigma-Adrich, USA), anti-ERK1/2 rabbit monoclonal antibody, anti-(p-ERK1/2) RpAb, anti-Cre RpAb (Cell Signaling, USA), anti-MKP-1 RpAb (Santa Cruz, USA), anti-LCN2 goat polyclonal antibody (R&D systems, USA). Chemiluminescent signals were generated using Immobilon (Millipore, USA) and detected using ImageQuant LAS4000 (GE healthcare, USA). For reprobing, Restore Plus stripping buffer (ThermoFisher, USA) was used. Band intensities were quantified using Image Studio Lite software (Li-Cor, USA). Automated Simple Wes system was used to quantify ERK phosphorylation levels, according to the manufacturer’s instructions using the 12–230 kDa separation module and anti-rabbit detection module (ProteinSimple, USA).

### Functional magnetic resonance imaging (fMRI)

Detailed head-fixation bar mounting surgery and MRI imaging procedures are described in the supplementary information.

### Functional connectivity analysis

The pre-processed and denoised time series data were used for a seed-based FC analysis with CONN17. Regions of interest (ROIs) including CA1, DG, and mPFC were chosen. Seed-based functional connectivity (FC) analysis was performed to compare FC between the Tob-KO group and the control group. Seed-based FC analysis was composed of two steps. First, Pearsons’ correlation between a time series of an average seed ROI and each voxel in images was calculated, and regional clusters were formed by thresholding statistical significance (uncorrected *p*-value < 0.001) between two groups. In the second step, formed clusters were further statistically corrected with a positive false discovery rate (pFDR; *p* < 0.05).

### Electrophysiological recording

Electrophysiological recordings were performed as described by Etherton et al. [31] and are detailed in the Supplementary materials and methods.

### Quantitative real-time PCR

Total RNA was extracted from mouse hippocampi using Isogen II (Nippon Gene, Japan) following the manufacturer’s protocol. Reverse transcription was performed using PrimeScript II 1st strand cDNA Synthesis Kit (Takara, Japan) following the manufacturer’s protocol. Real-time PCR was performed using TB Green Premix Ex Taq II (Takara, Japan) and ViiA7 Real-Time PCR system (Applied Biosystems, USA). Relative mRNA expression was determined by the ∆∆CT method and *Gapdh* mRNA levels were used for normalization. Primers used were:

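The primer pairs used for real-time PCR were located on the annotated transcripts of GRCm38. The Gapdh pair bounds a product of 108 bp across exons 4 and 5 of the 7 exons of its transcript, between 125162674 and 125162915 on chromosome 6. The Lcn2 pair bounds a product of 103 bp across exons 1 and 2 of the 6 exons of its transcript, between 32387112 and 32387629 on chromosome 2. The Crhr2 pair bounds a product of 119 bp across exons 9 and 10 of the 13 exons of its transcript, between 55093302 and 55099267 on chromosome 6. The products of these 3 pairs cross an intron in genomic DNA. The Avpr1a product of 231 bp lies within exon 1 of the 2 exons of its transcript, from 122448975 to 122449205 on chromosome 10. The Mc3r product of 140 bp lies within the only exon of its transcript, from 172248892 to 172249031 on chromosome 2.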

*Gapdh* FWD 5′- ctgcaccaccaactgcttag -3′ REV 5′- gtcttctgggtggcagtgat -3′; *Lcn2* FWD 5′- ccccatctctgctcactgtc -3′ REV 5′- tttttctggaccgcattg -3′; *Crhr2* FWD 5′- aagctggtgatttggtggac -3′ REV 5′-ggtggatgctcgtaacttcg -3′; *Avpr1a* FWD 5′- gctggcggtgattttcgtg -3′ REV 5′- gcaaacacctgcaagtgct -3′; Mc3r FWD 5′- tccgatgctgcctaacctct -3′ REV 5′- ggatgttttccatcagactgacg -3′.

### RNA sequencing

Intact poly(A) RNA was purified from 1 µg of total RNA using an NEBNext® Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, USA) and following the manufacturer’s protocol. Library preparation was performed using NEBNext® Ultra II Directional RNA Library Prep Kits for Illumina (New England Biolabs, USA), according to the manufacturer’s protocol with 8 PCR cycles. Library sizes were checked using microfluidic-based electrophoresis LabChip GX Touch (Perkin Elmer, USA) and concentrations were checked using Qubit 1X dsDNA HS (ThermoFisher, USA) and then pooled after concentration adjustment. 150-bp paired-end RNA sequencing was performed using a NovaSeq 6000 SP flow cell (Illumina, USA).

Analysis was done using fastq files containing paired-end sequencing reads and analyzed using nf-core/rnaseq pipeline v2.0 [32], which were mapped to the GRCm38 genome database using STAR aligner (v2.6.1d) [33]. Mapped genes were then further analyzed using OmicsBox software (v1.4.11) for counting using HTSeq (v0.9.0) [34] and differential gene expression analysis using the package EdgeR (v3.11) [35]. Reads were normalized using the Trimmed Mean of M-values (TMM) normalization method and a cut-off of at least 0.2 counts per million (CPM) in two samples was selected. Differentially expressed genes (DEGs) were statistically tested using EdgeR’s exact test, and genes with FDR ≤ 0.05, *p*-value ≤ 0.05 and fold change (FC) ≥2 or ≤-2 were used for further analysis. Pathway analysis was performed for genes 2-fold up- or down-regulated with *p*-value < 0.05 using Ingenuity Pathway Analysis (IPA) software (Qiagen, USA).

Raw and pre-processed transcriptomic data files described in the current study are publicly available in NCBI GEO under accession number GSE186101.

### Behavior

Behavioral analyses were performed using male mice 8-12 weeks old. All experiments were performed by experimenters blinded to genotype during testing. All software for analysis was from O’Hara & Co Ltd., which has been modified in the public domain (National Institutes of Health (NIH) Image J program).

### Fear Conditioning and extinction

Fear conditioning and extinction were performed as described previously by Pibiri et al., (2008) [36] with minor modifications. Briefly, on training day, mice were placed in a conditioning chamber (CL-3002L, O’Hara & Co Ltd., Japan) for 2 min to habituate, and then presented with a conditioning stimulus (CS) of a 65-dB tone for 30 s, co-terminated with an unconditioned stimulus (US) of 0.5 mA, a 2-s foot shock. The tone and foot shock were repeated 3 times at 2-min intervals. Mice were returned to their home cages 30 s after the last shock. During the contextual fear test (Day 1), mice were placed in the chamber for 5 min without any tone or shock presentation. During cued fear conditioning, mice were placed in a novel chamber for 6 min and allowed to explore then presented with a tone for 3 min. Then contextual fear extinction was tested by placing the mice for 5 min in the same context used for CS-US conditioning for 5 consecutive days (Days 2–6) with no tone or shock presentation. Freezing was recorded during each test and analyzed using Image FZC 2.22 sr2 software (O’Hara & Co Ltd., Japan).

### Forced swim test

The forced swim test was performed as described by Inoue et al. [37]. Briefly, mice were placed in water-filled cylinder for 10 min. Immobility was recorded and analyzed starting from the third minute using Time software (O’Hara & Co Ltd., Japan).

### Elevated-plus maze test

The maze consisted of two open and two closed arms with dimensions (25 cm length × 5 cm width), which were elevated 50 cm above the floor. Mice were placed in the center region facing one of the open arms and allowed to move freely for 10 min. Time spent in open arms was recorded and analyzed using Time EPC software (O’Hara & Co Ltd., Japan).

### Open field test

Mice were placed in the center of an open field arena with dimensions (50 × 50 × 33.3 cm; width, depth and height) and 100 lux illumination intensity and allowed to freely move for 15 min. Movement traces, speed, distance traveled, and time spent in the center of the open field were recorded and analyzed using Time OFCR software (O’Hara & Co Ltd., Japan).

### Tail suspension test

Mice were suspended by their tails for 6 min. Immobility duration was recorded and analyzed using Time software (O’Hara & Co Ltd., Japan).

### Adeno-associated virus (AAV) production

AAV serotype 9 expressing mouse *Tob* under control of the human synapsin promoter (hSyn) was generated as described by Kudo et al., (2020) [38]. Briefly, pAAV2-hSyn-mTob was generated from pAAV2-hSyn-EGFP (Addgene, USA) by replacing the EGFP sequence with mouse *Tob* coding sequence. AAV-293 cells (Agilent, USA) were transfected with AAV-rep2/cap9 expression plasmids, adenovirus helper plasmids, and AAV-vector plasmids to generate AAV9-hSyn-mTob.

### Stereotactic surgery for viral injection

*Tob*^fl/fl^ mice were bilaterally injected with Cre-expressing adeno-associated virus AAV1.hSyn.Cre.WPRE.hGH (105553-AAV1, Addgene) to generate hippocampus-specific KO mice. *Tob*-WT and KO mice were injected with AAV to express mouse TOB AAV9.hSyn.mTob.WPRE.hGH for rescue experiments. Stereotaxic surgical procedures were performed as described by Augustinaite and Kuhn [39]. Briefly, mice were anesthetized using an intraperitoneal injection of a mixture of Medetomidine (0.3 µg/g), Midazolam (5 µg/g) and butorphanol (5 µg/g). Additionally, a non-steroidal anti-inflammatory, Carprofen (7.5 µg/g), was injected by the end of the surgery. Mice were fixed on a stereotaxic frame and head hair was shaved. A 2% lidocaine solution was applied to the shaved skin and left for 2 min. Iodine was applied gently over the skin as an antiseptic. A midline incision was made, and skin was retracted, and the skull was exposed. After drying the surface, the bregma was detected. A micromanipulator was used to slowly move the injection needle to the target injection site. A dental drill was used to drill a small hole, until the surface of the brain appeared. A needle with viral solutions of around 300 nL was slowly advanced into the hole until it touched the brain surface, and slowly lowered to the target coordinates. Injection was done over 2 min and thereafter, the needle was left in place for 5 min before slowly retracting it. Coordinates used for the CA1 region of the hippocampus were tested and optimized as 1.6 mm posterior, 1.5 mm medio-lateral and 1.6 mm ventral to the bregma.

### Immunohistochemistry

Immunohistochemical staining was performed as described by Matsuura et al. [40]. Antibodies used were Anti-Cre RpAb (Cell Signaling, USA) and Alexa Flour 488 Goat Anti-rabbit IgG (Invitrogen, USA).

### Statistical analysis

All data are presented as means ± SEMs. Each replicate corresponds to a biological replicate. There was no significant difference between variances for groups undergoing statistical analyses. Data used for statistical analyses passed the normality test. T-tests, Mann-Whitney U test, one-way ANOVA, and two-way ANOVA were used as described in figure legends. Multiple comparisons following ANOVA were corrected using Bonferroni or Dunnet’s *post-hoc* tests. GraphPad prism 9 was used to perform all statistical analyses.

Sample size was calculated using OpenEpi v3 software. We calculated the animal subject sample size by comparing the mean differences and standard deviation values for two genotypes from two different behavioral experiments data at 95% confidence interval, 80% power and ratio between groups is 1. The optimum sample size results were 3 and 6 animals for each genotype group.

## Results

### TOB protein increases in response to stress

TOB’s function as an anti-proliferative protein is well known, but the potential role it plays in regulating brain function is not well understood [19–21, 23, 41, 42]. With this objective, we analyzed levels of TOB protein in mouse brain. We show that TOB is ubiquitously expressed across various regions of mouse brain (Fig. 1A). Effector proteins controlling neuronal functions usually show synaptic expression patterns [43]. Likewise, TOB protein is localized in the neuronal synaptic fraction, including synapto-neurosomes and post-synapses (Fig. 1B). TOB responds to cellular stress, neuronal activation, and glucocorticoid stimulation [21, 22, 24]. Therefore, we examined whether TOB protein levels change in response to acute psychological stress. Restraint stress and inescapable electric shock are widely used models of acute psychological stress [44, 45]. The hippocampus is associated with responses to acute stress [46] and in the hippocampus, TOB protein increased by 49.5% and 59.3% at 3 and 5 h (F_4,15_ = 6.050, *p* = 0.0042; No stress vs 3 h *p* = 0.0205 and No stress vs 5 h *p* = 0.0058) post-exposure to 30 min of restraint stress, respectively, compared to non-stressed mice (Fig. 1C). Additionally, hippocampal TOB increased by 63.8% (F_4,10_ = 5.849, *p* = 0.0108; No stress vs 1 h *p* = 0.0221) 1 h after mice were introduced to inescapable electric shock stress (Fig. 1D). ERK phosphorylation levels also increased after acute stress, concurrently with TOB expression. Thus, TOB is expressed in the mouse brain and its expression is increased following acute stress.

**Fig. 1:**
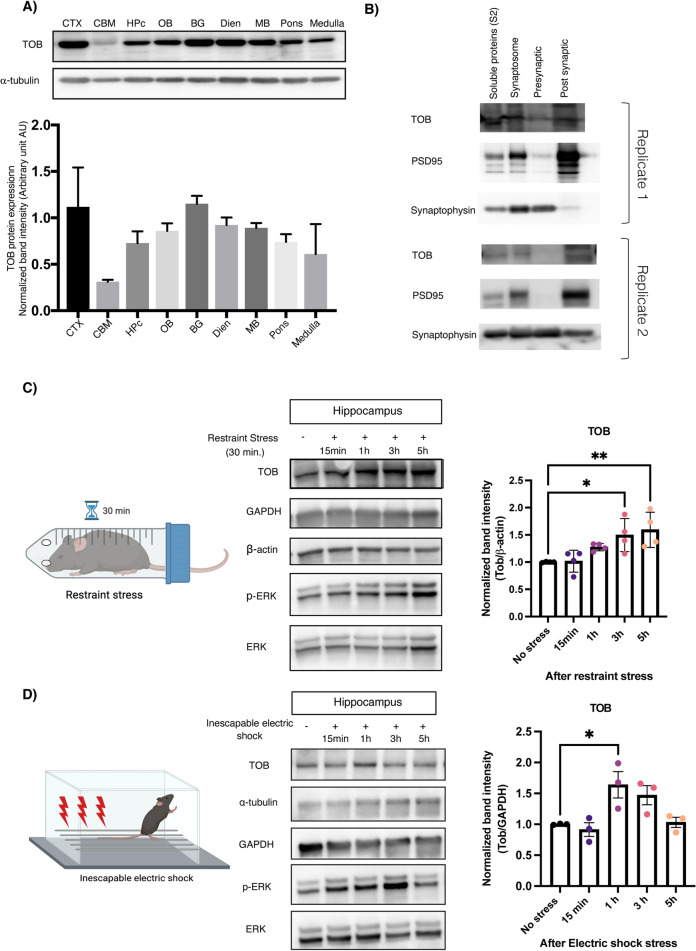
TOB protein expression levels increase in response to stress. **A** Expression patterns of TOB in lysates of different mouse brain regions (*n* = 3). **B** Immunoblotting of TOB, synaptophysin, and PSD-95 in hippocampal fractionated lysates: soluble fraction S2, synaptoneurosomes, pre-synaptic, and post-synaptic fractions. **C** Western blotting of TOB expression levels in hippocampal lysates without stress and after 30 min of restraint stress at different times: 15 min, 1 h, 3 h, 5 h after stress exposure (*n* = 4). **D** Western blotting of TOB expression levels in hippocampal lysates without stress and after inescapable electric shock for different durations: 15 min, 1 h, 3 h, 5 h post-exposure to stress (*n* = 3). One-way analysis of variance (ANOVA) followed by Dunnett’s post-hoc correction for multiple comparisons: statistical significance *p < 0.05 **p < 0.01 when compared to control (No stress). Data are presented as means ± SEMs.

### Deletion of *Tob* alters the brain’s functional connectivity

Next, we sought to investigate the functional influence of *Tob* deletion on brain activity with resting-state functional magnetic resonance imaging (rs-fMRI) in the awake state with habituation to a small rodent MRI scanner. Awake resting-state fMRI for small animals allows us to observe brain-wide synchronization of hemodynamic signals across multiple brain regions. Prior to awake rs-fMRI sessions, *Tob*-KO and WT groups underwent habituation training for 7 days in a mock MRI environment with MRI scanning sounds (Fig. 2A–C). In order to check functional association with hippocampal CA1 and mPFC, we performed seed-based functional connectivity (FC) analysis and contrasted *Tob*-KO and WT groups. The seed-based FC analysis with bilateral CA1 revealed the statistical significance of FC with Dentate Gyrus (DG; *p* < 0.05 with FDR correction, Fig. 2D) and the primary somatosensory area (PSSA; *p* < 0.05 with FDR correction; Fig. S1). The previous analysis of CA1 revealed positively higher FC with DG and negatively higher FC with PSSA (*p* < 0.01 by Mann-Whitney U test; Fig. 2E). Furthermore, the seed-based FC analysis with mPFC revealed the statistical significance with DG (*p* < 0.05 with FDR correction; Fig. 2F) and SMA (SMA; *p* < 0.05 with FDR correction; Fig. S1). The previous analysis of mPFC also showed negatively higher FC with DG and SMA (*p* < 0.01 by Mann-Whitney U test; Fig. 2G). Our results imply that Tob KO may influence functional associations within hippocampal complex (HC) and between HC and mPFC.

**Fig. 2:**
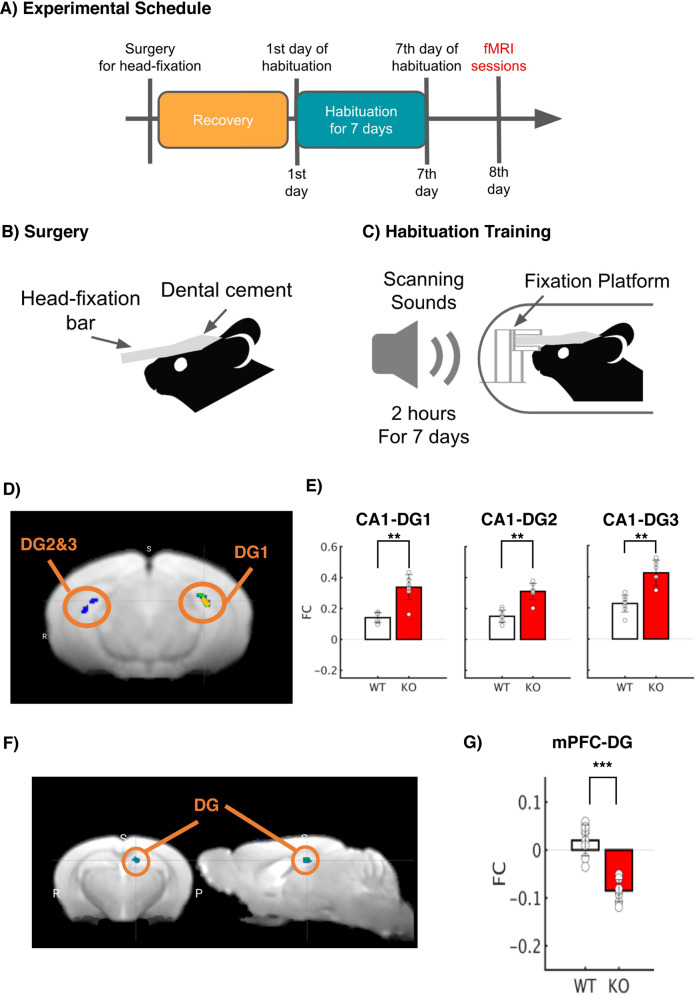
Deletion of *Tob* alters brain functional connectivity. **A** Experimental Schedule. After surgery to introduce a head-fixation bar on the skull, mice were allowed to recovery. After recovery periods, mice underwent habituation training 2 h for 7 days prior to fMRI sessions. **B** Surgery. A plastic head-fixation bar was mounted on the skull with dental cement. **C** Habituation Training. In order to reduce scanning stress, mice were fixated with a fixation platform, and their bodies were constrained in a plastic tube. They were exposed to scanning sounds for 2 h for 7 days in order to reduce stress responses. **D** Statistical functional map with the seed region, CA1. Average BOLD signals were extracted from bilateral CA1. Seed-based functional connectivity was performed, and a statistical map was visualized (*p* < 0.05 after cluster correction; Fig. S1). **E** Functional connectivity with the bilateral CA1 seed. Seed-based FC analysis revealed statistically significant FC in CA1-DG1-3 in the Tob KO group with Mann–Whitney U test (**p < 0.01 with Bonferroni Correction). **F** Statistical functional map with the seed region, mPFC. Average BOLD signals were extracted from the mPFC. Seed-based functional connectivity was performed, and a statistical map was visualized (*p* < 0.05 after cluster correction; Fig. S1). **G** Functional connectivity with the mPFC seed. Seed-based FC analysis revealed statistically significant FC in mPFC-DG in the Tob KO group (***p < 0.001 with Bonferroni Correction).

### Altered excitatory/inhibitory balance in *Tob*-KO hippocampal slices

To test whether *Tob* deletion alters synaptic function, we performed whole-cell patch clamp recordings in hippocampal CA1 pyramidal neurons in acute brain slices. We first investigated excitatory synaptic transmission in hippocampal CA1 pyramidal neurons. We found that *Tob* deletion significantly increased the amplitude (Fig. 3B), but not the frequency (Fig. 3C) of spontaneous miniature excitatory postsynaptic currents (mEPSC) when compared to WT mice. This selective change in mEPSC amplitude suggests that TOB deletion may enhance the number of postsynaptic receptors and/or the size of released presynaptic vesicles.

**Fig. 3:**
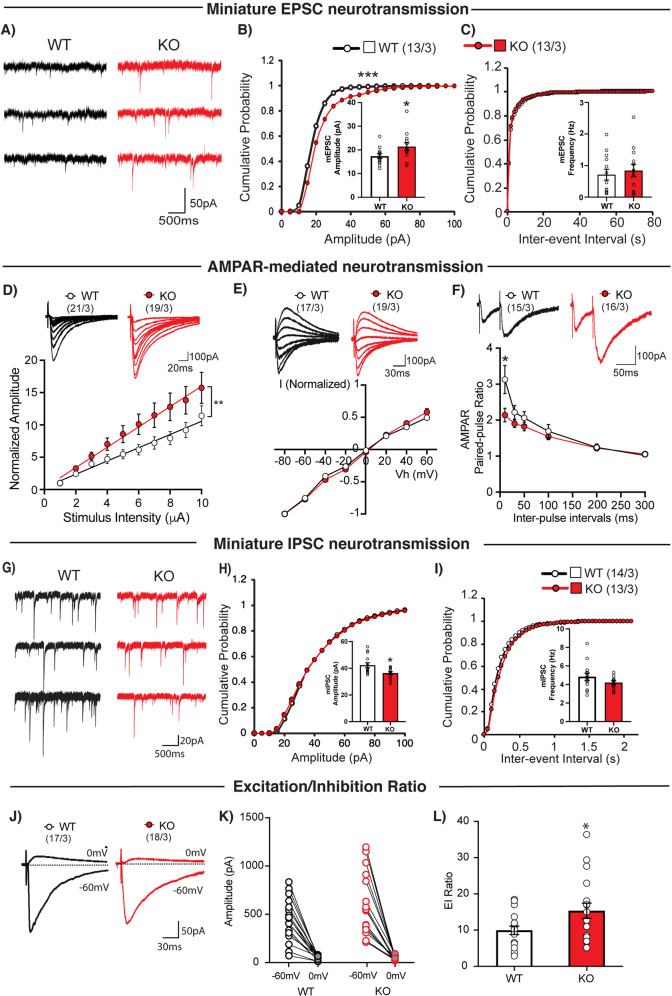
Altered excitatory/inhibitory balance in *Tob*-KO hippocampal slices. **A** Representative traces of mEPSCs recorded from hippocampal pyramidal neurons of wild-type (WT, left traces) and *Tob* knockout (KO, right traces) at Vh of -70 mV in the presence of 1 μM tetrodotoxin and 100 μM PTX. Scale bars, 50 pA and 500 ms. **B** Cumulative distribution plots and summary bar graphs for mEPSC amplitude (inset shows the average mEPSC amplitude) in CA1 hippocampal pyramidal neurons of wild-type (white column) and *Tob*-KO (gray column) mice. ***p < 0.0001 by Kolmogorov-Smirnov test in the cumulative distribution plot and *p = 0.0453 by unpaired Student’s *t* test in the bar graph. **C** Cumulative distribution plots and summary bar graphs for the mEPSC inter-event interval (inset shows the average of mEPSC frequency) in CA1 hippocampal pyramidal neurons of wild-type (white column) and *Tob*-KO (gray column) mice. *p* = 0.4611 by Kolmogorov-Smirnov test in the cumulative distribution plot and *p* = 0.6164 by unpaired Student’s *t* test in the bar graph. **D** Sample traces (upper panel) and summary plots for the input-output relationship of AMPA receptor-mediated responses recorded from wild-type (open circles) and *Tob*-KO (gray circles) mice. Scale bars, 100 pA and 20 ms. **p = 0.0039 by Mann-Whitney U test. **E** Sample traces (upper panel) and summary plots for the *I*–*V* curve of AMPA receptor-mediated responses recorded from wild-type (open circles) and *Tob*-KO (gray circles) mice. Scale bars, 100 pA and 30 ms. **F** Sample traces with 50-ms inter-pulse interval (upper panel) and summary plots for paired-pulse ratio of AMPA receptor-mediated responses at 10, 30, 50, 100, 200, and 300 ms inter-pulse intervals recorded from wild-type (open circles) and *Tob*-KO (gray circles) mice. Scale bars, 100 pA and 50 ms. *p = 0.0139 by by Mann-Whitney U test; ***p < 0.0011 by Two-way ANOVA with Sidak’s multiple comparisons test. **G** Representative traces of mIPSCs recorded from hippocampal pyramidal neurons of wild-type (WT, left traces) and *Tob*-KO (KO, right traces) at Vh of -70 mV in the presence of 1 μM tetrodotoxin and 100 μM PTX. Scale bars, 20 pA and 500 ms. **H** Cumulative distribution plots and summary bar graphs for mIPSC amplitude (inset shows the average of mIPSC amplitude) in CA1 hippocampal pyramidal neurons of wild-type (white column) and *Tob*-KO (gray column) mice. *p = 0.0120 by unpaired Student’s *t* test in the bar graph. **I** Cumulative distribution plots and summary bar graphs for the mIPSC inter-event interval (inset shows the average of mIPSC frequency) in CA1 hippocampal pyramidal neurons of wild-type (white column) and *Tob*-KO (gray column) mice. *p* = 0.9311 by Kolmogorov-Smirnov test in the cumulative distribution plot and *p* = 0.1633 by unpaired Student’s *t* test in the bar graph. **J** Representative traces of evoked EPSCs at Vh = -60 mV and evoked IPSCs at Vh = 0 mV in wild-type (left) and *Tob*-KO (right) mice. Scale bars, 50 pA and 30 ms. **K** Amplitudes of evoked EPSCs at Vh of -60 mV and evoked IPSCs at Vh of 0 mV at each of individual recorded WT and *Tob*-KO hippocampal pyramidal neurons. **L** Average excitation/inhibition ratio from WT (open column) and *Tob*-KO (gray column). *p = 0.0343 by unpaired Student’s *t* test. Data are expressed as means ± SEMs. Total numbers of cells recorded/total numbers of mice used are indicated in parentheses.

We further explored whether AMPA and NMDA receptors, the two major glutamate receptor classes mediating fast excitatory synaptic transmission, contribute to the dysregulation after TOB deletion (Fig. 3A–C). We characterized AMPA receptor-mediated synaptic transmission at CA3-CA1 synapses in the hippocampus by assessing the input (stimulation intensity)-output (EPSC amplitude) efficiency and voltage dependence of synaptic AMPA-mediated synaptic responses in the presence of the NMDA receptor antagonist, D-APV. Slopes of the linear fit for individual AMPA-mediated input-output experiments were significantly different in KO mice compared to those of WT (*p* = 0.0039) (Fig. 3D). No apparent difference between genotypes was found in the current–voltage (*I*–*V*) curve (Fig. 3E). The rectification index of AMPA receptor-mediated responses from *Tob-*KO was also comparable to that of WT (WT: 0.861 ± 0.08; KO: 0.783 ± 0.07; *p* = 0.568 with the Mann-Whitney U test). Moreover, AMPA receptor-mediated, paired-pulse facilitation was slightly increased in KO synapses (Fig. 3F), most pronouncedly at 10-ms inter-pulse intervals (*p* = 0.032). This suggested that *Tob* deletion resulted in an increase in the number of mature postsynaptic AMPA receptors without changing the AMPA receptor subunit composition.

We next investigated NMDA receptor-mediated synaptic transmission at CA3-CA1 synapses in the hippocampus. We measured the input-output relationship and *I*–*V* curve of synaptic NMDA receptor-mediated synaptic responses in the presence of the AMPA receptor antagonist, NBQX. We found no apparent differences between genotypes (Fig. S2A, B). The rectification index of NMDA receptor-mediated responses from *Tob*-KO was also similar to that of wild-type (WT: 2.959 ± 0.444; KO: 2.032 ± 0.136; *p* = 0.135 with the Mann-Whitney U test).

We further examined inhibitory synaptic functions in hippocampal CA1 pyramidal neurons. The amplitude (Fig. 3H), but not the frequency (Fig. 3I) of miniature inhibitory postsynaptic currents (mIPSCs) were reduced in *Tob*-KO mice, compared to that of wild-type mice (Fig. 3G–I). These results indicate that TOB deletion affects both excitatory and inhibitory synaptic transmission.

Next, we directly estimated the ratio of excitation to inhibition in hippocampal pyramidal neurons. We first recorded AMPA receptor-mediated EPSCs at a holding potential of -60 mV, equivalent to the Cl^-^ equilibrium potential. Then we recorded GABA_A_ receptor-mediated IPSCs at a holding potential of 0 mV, which is the reverse potential of AMPA and NMDA receptors. We then calculated the ratio of EPSC amplitude to that of IPSC amplitude (E/I ratio) and found that the E/I ratio was markedly increased in *Tob*-KO mice (Fig. 3J–L).

### *Tob*-KO mice show abnormal stress-related behavior

Contextual fear conditioning includes exposing mice to aversive acute stress caused by inescapable electric shocks. Then brain regions respond by associating the context to such a stimulus. Fearful mice freeze when exposed to the same context in which conditioning occurred. On the other hand, contextual fear extinction is the subsidence of fear response due to repetitive exposure to the same context without shock presentation [47]. After fear conditioning, *Tob*-KO mice exhibited increased contextual fear freezing (F_3,30_ = 10.77, *p* < 0.0001 for genotype effect; F_15,150_ = 2.727, *p* = 0.0010 for time x genotype effect; WT vs KO at Day 1 *p* < 0.0001, Day 2 *p* < 0.0001, Day 3 *p* = 0.0003, Day 4 *p* = 0.0342) (Fig. 4A). Overexpression of TOB in the hippocampus rescued the abnormal fear phenotype as *Tob-*KO (AAV_mTob) did not exhibit significant fear compared to *Tob-*WT(AAV_mTob) any time after conditioning. Additionally, KO mice rescued through overexpression of AAV_mTob, showed significantly less freezing when compared to KO (KO(AAV_mTob) vs KO at Day 1 *p* < 0.0001, Day 2 *p* < 0.0001, Day 3 *p* = 0.0058) (Figs. 4A, S3 A–D). TOB deletion in the hippocampus causes an increased fear response to an aversive context and decreased extinction, which was reversed by re-expression of TOB.

**Fig. 4:**
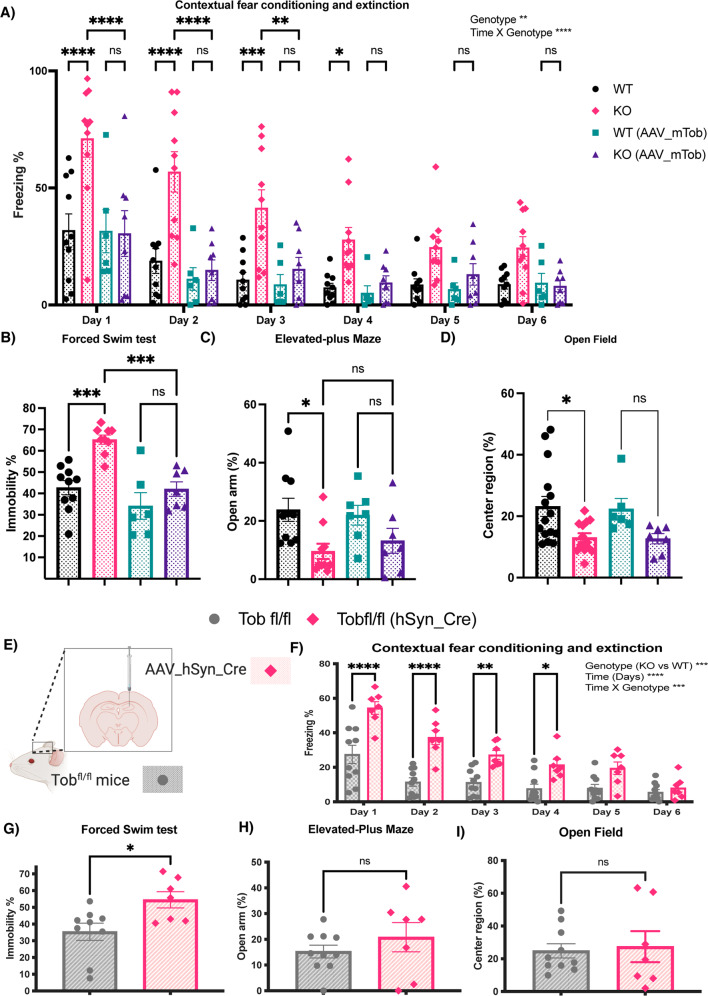
*Tob*-KO mice show hippocampal-mediated abnormal stress-related behavior. Behavioral analyses in *Tob*-WT and KO mice and after overexpression of mouse TOB using AAV (hSyn-mTob) **A**–**D**. **A** Contextual fear conditioning and extinction expressed as percentage of time spent freezing. Two-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. **B** The forced swim test presented as a percentage of immobile time. One-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. **C** Elevated-plus maze showing the percentage of time spent in open arm. One-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. **D** Open field test showing the percentage of time spent in center region. One-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. Behavioral analyses in hippocampal-specific *Tob*-KO mice (E-I). **E** Schematic diagram showing the method for generation of hippocampal-specific *Tob*-KO (hsTobKO) mice through injection of adeno-associated virus expressing Cre recombinase under the hSyn promoter (AAV_hSyn_Cre) in mice having LoxP sequences flanking both sides of the *Tob* gene (*Tob*^fl/fl^). **F** Contextual fear conditioning and extinction in hsTobKO presented as percentage of time showing freezing. Two-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. **G** The forced swim test is presented as percentage of time spent immobile. **H** The elevated-plus maze showed as the time spent in the open arm. **I** Open field test showing the percentage of time spent in the center region. Unpaired t-test. All values represent means ± SEMs. ns non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

The forced swim test, in which immobility is associated with increased despair, is widely used to test depression-like behavior, but it is also an efficient test of the ability to cope with stress [48]. *Tob*-KO mice showed increased immobility in the forced swim test (F_3,28_ = 13.50, *p* < 0.0001; WT vs KO *p* = 0.0003). Re-expression of TOB in the hippocampus of *Tob*-KO mice reduced immobility (KO(AAV_mTob) vs KO *p* = 0.0008; WT(AAV_mTob) vs KO(AAV_mTob) *p* > 0.9999) (Fig. 4B). Similarly, we observed increased immobility by *Tob*-KO mice in the tail suspension test, which was rescued by TOB overexpression in the hippocampus (Fig. S3E). This shows that TOB in the hippocampus is important for coping with stress.

Since anxiety is usually observed in models showing abnormal stress coping mechanisms, we next analyzed anxiety in our mouse model. *Tob*-KO mice spent less time in the open arm of the elevated-plus maze, an indication of increased anxiety (F_3,30_ = 3.948, *p* = 0.0174; WT vs KO *p* = 0.0283) (Fig. 4C). Unlike in fear conditioning, TOB re-expression in hippocampus did not decrease anxiety in KO mice, as time spent in the open arm was not significantly different.

In the open-field test, *Tob*-KO mice spent less time in the center region than WT mice (F_3,37_ = 4.263, *p* = 0.0111; WT vs KO *p* = 0.0309; WT(AAV_mTob) vs KO(AAV_mTob) *p* = 0.3621) (Fig. 4D, S3 F-H). Although the time spent in center region was still low after overexpression of AAV_mTob in the hippocampi of KO mice, there was no significant difference between WT(AAV_mTob) and KO(AAV_mTob). Therefore, we believe that the increased anxiety in Tob KO mice is not hippocampus-dependent.

In order to identify specific brain areas associated with *Tob* behavioral deficiencies, we generated hippocampus-specific *Tob*-KO mice (hsTobKO) using the Cre-loxP system. First, *loxP* sequences flanking exon2 were inserted in the *Tob* gene (*Tob*^fl/fl^) (Fig. S4A). Adeno-associated virus expressing Cre recombinase under the human synapsin 1 (*hSyn*) promoter (AAV_hSyn_Cre) was injected into the dorsal hippocampus of *Tob*^fl/fl^ mice to delete *Tob* specifically in this region in adult mice (Figs. 4E, S4B, C). We then analyzed behavior of hsTobKO mice. Freezing in the same context, where mice had undergone fear conditioning, and subsequent extinction trials were increased after TOB deletion in hippocampus (F_1,14_ = 26.11, *p* = 0.0002 for genotype effect; F_5,70_ = 4.701, *p* = 0.0009 for time x genotype effect; AAV_hSyn_Cre vs Tob^fl/fl^ at Day 1 *p* < 0.0001, Day 2 *p* < 0.0001, Day 3 *p* = 0.0148, Day 4 *p* = 0.1301) (Fig. 4F). Additionally, hsTobKO did not show abnormal cued fear (Fig. S4D, E). Depression-like behavior was observed in hsTobKO mice in that immobility time was higher during the forced swim test (t-test *p* = 0.0193; Fig. 4G), and tail suspension test (Fig. S4F). On the other hand, anxiety levels were normal, and time spent in the open arm did not differ in hsTobKO and *Tob*^fl/fl^ mice (t-test *p* = 0.3329) (Fig. 4H). Also, no abnormal anxiety was observed in hsTobKO mice, as there was no change in time spent in the center of the open field test (t-test *p* = 0.0972) was observed (Fig. 4I, S4G–H). Negative control was utilized to exclude any possible effects associated with the surgical procedure and/or viral virulence, this was done through injecting Tob^fl/fl^ with AAV-expressing GFP (hSyn_GFP). There was no significant difference when comparing Tob^fl/fl^ (hSyn_GFP) to Tob^fl/fl^ (Fig. S5A–D). These results show that TOB in the hippocampus is important for normal fear and depression behaviors.

### Abnormal transient transcriptional profile in hippocampus of Tob KO mice and suppressed stress-induced LCN2 expression induced after fear conditioning

Stress stimulates neuronal activation, which in return induces changes in the underlying molecular signaling pathways. Abnormal responses at the molecular level would lead to aberrant stress coping behavior. Since *Tob*-KO mice showed increased contextual fear and abnormal extinction, we analyzed hippocampal transcriptomic changes after fear conditioning. 

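Hippocampal RNA from Tob-KO and WT mice was sequenced from poly(A)-selected, directional libraries with 150-bp paired-end reads. Each genotype had 4 groups of 3 mice, namely naive mice and mice culled 15 min, 1 h or 3 h after contextual fear conditioning, which gave 24 libraries. The authors mapped the reads to GRCm38 with STAR, counted them on genes with HTSeq and deposited the whole-number counts without normalization. The paper's text does not name the annotation release, the strand setting of the counting or the handling of duplicate reads. The count table lists 47593 genes by symbol, and 31032 of them were counted in at least 1 library.
The total count per library ranged from 28847989 to 41595972, with a median of 31169386. In naive mice, totals ranged from 30016559 to 35233118 (median 31000539) in WT and from 30384485 to 33704345 (median 31694373) in Tob-KO. At 15 min, they ranged from 28985355 to 34087027 (median 31142758) in WT and from 29953358 to 41595972 (median 35504367) in Tob-KO. At 1 h, they ranged from 32111784 to 39829648 (median 32694134) in WT and from 28847989 to 30004259 (median 29854320) in Tob-KO. At 3 h, they ranged from 29041709 to 32449920 (median 29946581) in WT and from 30506409 to 34994521 (median 31196015) in Tob-KO. Over the 24 pairs of libraries from the same group, the chi-square of the counts per degree of freedom was 3.89 to 24.8. PCR reads are not independent molecules, so this spread holds amplification noise as well as differences between mice.
Genes were compared between Tob-KO and WT at each time point with edgeR's exact test after TMM normalization, as in the paper's methods. Genes were tested when they reached 0.2 CPM (counts scaled to a common library size) in 2 of the 6 libraries compared. A gene was called differentially expressed with a Benjamini-Hochberg FDR of at most 0.05, a p-value of at most 0.05 and a fold change of at least 2. The paper's text does not state whether libraries of other time points entered the filter or the estimate of the dispersion, and here only the 6 libraries compared did. The quasi-likelihood test of edgeR, which also allows for the uncertainty of each gene's dispersion with few replicates, was run beside the exact test.
The targeted gene, listed as Tob1, was counted in every library. In naive mice, Tob1 was at 43.0, 37.6 and 33.9 TMM-normalized CPM in the 3 WT libraries and at 52.1, 55.4 and 52.7 CPM in the libraries labelled Tob-KO. At 15 min, it was at 44.2, 44.1 and 42.8 CPM in WT and at 66.5, 68.3 and 65.9 CPM in the libraries labelled Tob-KO. At 1 h, it was at 44.5, 39.8 and 37.1 CPM in WT and at 67.7, 66.3 and 59.1 CPM in the libraries labelled Tob-KO. At 3 h, it was at 37.8, 39.0 and 40.7 CPM in WT and at 53.1, 55.9 and 54.0 CPM in the libraries labelled Tob-KO. Over all time points, Tob1 was at 59.8 ± 6.62 CPM (SD, n = 12) in the libraries labelled Tob-KO and at 40.4 ± 3.39 CPM (SD, n = 12) in WT, and raw counts of Tob1 were 1592 to 2730 and 1021 to 1578. Every library labelled Tob-KO was above every WT library. With time point as a factor over the 24 libraries, the log2 fold change of Tob1 was 0.56 (standard error 0.037, adjusted p = 1.17e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of Tob1 thus runs against the genotype label, and every direction given for Tob-KO mice is that of the libraries labelled Tob-KO. A count per gene does not show which exon of Tob1 the reads came from.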

To analyze rapid changes resulting from aversive stimuli in fear conditioning, we performed RNA sequencing on hippocampal RNA from mice culled at 15 min, 1 h, and 3 h post-conditioning, in addition to naive mice. When compared to WT mice, differentially expressed genes in *Tob*-KO mice were 3,3,2 upregulated and 2,1,3 downregulated genes for naive mice, and 1 h and 3 h post-training, respectively (Fig. 5A). 

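In naive mice, 4 of 18364 genes tested were called between Tob-KO and WT, 2 higher and 2 lower in the libraries labelled Tob-KO. At 1 h, 6 of 18169 genes were called, 5 higher and 1 lower. At 3 h, 5 of 18255 genes were called, 2 higher and 3 lower. The 3 Tob-KO and 3 WT libraries did not overlap for any of the 4, 6 and 5 called genes, which is no test of them, since they were picked for their difference in the same libraries. Chance gives no overlap for 10% of genes, and 11.5%, 11.5% and 12.2% of the genes tested in naive mice, at 1 h and at 3 h showed none. The exact test gave 742, 970 and 725 genes with an unadjusted p under 0.05 in naive mice, at 1 h and at 3 h. With the quasi-likelihood test in place of the exact test, 1 gene was called in naive mice, 0 at 1 h and 1 at 3 h, with 999, 1136 and 1095 genes at an unadjusted p under 0.05. The number of calls moved most when 1 library was left out, with 4 to 53 genes called in naive mice, 4 to 155 at 1 h and 3 to 16 at 3 h across the 6 fits of each comparison. Same-numbered replicates of the 2 genotypes deviated from their group means with a mean correlation of -0.105 in naive mice and 0.115 at 3 h. With the replicate number as a block in the quasi-likelihood test, 1 gene was called in naive mice and 0 at 3 h, with 875 genes at an unadjusted p under 0.05 at 3 h.
Gm11940 and Krt12 were called at each of these 3 time points. Gm11940, annotated as an antisense transcript at 99387340 to 99387897 on the forward strand of chromosome 11 of GRCm38, rose from 0.504 ± 0.151 CPM in naive WT to 2.17 ± 0.289 CPM (SD, n = 3) in naive Tob-KO. Its log2 fold change was 2.12 (standard error 0.26, adjusted p = 5.56e-08 from edgeR's exact test with Benjamini-Hochberg adjustment) in naive mice, 2.39 (standard error 0.32, adjusted p = 1.94e-07 from the same edgeR test) at 1 h and 2.24 (standard error 0.28, adjusted p = 1.92e-09 from the same edgeR test) at 3 h. Krt12, which encodes a keratin and lies at 99415666 to 99422259 on the reverse strand of chromosome 11, was at 2.12 ± 1.03 CPM in naive WT and at 0.213 ± 0.150 CPM (SD, n = 3) in naive Tob-KO. The log2 fold change of Krt12 was -3.28 (standard error 0.56, adjusted p = 0.000265 from edgeR's exact test) in naive mice, -2.00 (standard error 0.41, adjusted p = 0.00641) at 1 h and -2.48 (standard error 0.43, adjusted p = 0.000225) at 3 h. A830036E02Rik, an antisense transcript at 99416956 to 99425497 on the forward strand, was at 22.6 ± 5.29 CPM in naive WT and at 0.194 ± 0.0879 CPM (SD, n = 3) in naive Tob-KO. Its log2 fold change in naive mice was -6.81 (standard error 0.30, adjusted p = 1.37e-82 from edgeR's exact test, and 0.000335 from its quasi-likelihood test). This was the largest in size among the genes called at these 3 time points. At 3 h, the log2 fold change of A830036E02Rik was -4.99 (standard error 0.41, adjusted p = 4.62e-18 from the exact test). At 1 h, A830036E02Rik was at 5.44, 0.209 and 0.266 CPM in the 3 Tob-KO libraries against 14.0 ± 0.751 CPM (SD, n = 3) in WT, and its log2 fold change of -2.82 was not called (adjusted p = 0.341 from edgeR's exact test). Krt12 and A830036E02Rik overlap on opposite strands and Gm11940 is antisense, so without the strand setting of the counting their counts are uncertain. These 3 genes lie 5.18, 5.20 and 5.21 Mb from the targeted Tob1 gene on the same chromosome.
The other called gene in naive mice was Hectd2, with a log2 fold change of 1.32 (standard error 0.24, adjusted p = 0.00039 from edgeR's exact test). At 1 h, the called genes included 4930511M06Rik, an antisense transcript with a log2 fold change of 3.04 (adjusted p = 1.14e-06 from edgeR's exact test), Cldn3, which encodes a claudin, with 1.73 (adjusted p = 0.0348), Slc24a1 with 1.93 (adjusted p = 0.0428) and Vgll3 with 1.50 (adjusted p = 0.035). At 3 h, the transcription factor gene Nhlh1 was higher in the libraries labelled Tob-KO, with a log2 fold change of 1.21 (adjusted p = 0.00401 from edgeR's exact test), and Gm37019 was lower, with -1.46 (adjusted p = 0.0086).

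**Figure D1:**
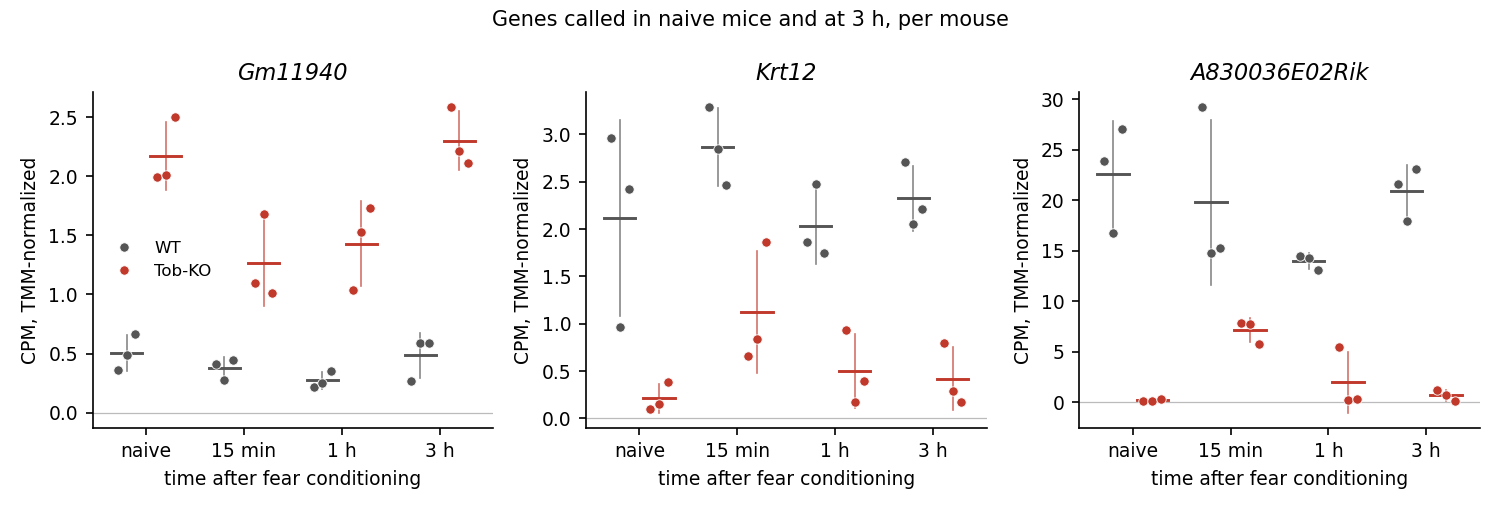
TMM-normalized CPM of Gm11940, Krt12 and A830036E02Rik (vertical axes) in naive mice and 15 min, 1 h and 3 h after conditioning (horizontal axes), with a point for each mouse, a line through the group means and vertical bars of 1 SD (n = 3). In naive mice, Gm11940 was at 2.17 CPM on average in Tob-KO against 0.504 CPM in WT, and A830036E02Rik at 0.194 against 22.6 CPM.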

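At 15 min after conditioning, 102 of 18364 genes tested were called between Tob-KO and WT, 84 of them higher and 18 lower in the libraries labelled Tob-KO. For 86 of the 102 genes, picked for their difference in the same libraries, the 3 Tob-KO libraries did not overlap the 3 WT libraries. Over all genes tested this held for 13.5%, where chance gives 10%. There were 1478 genes with an unadjusted p under 0.05 in the exact test. With the quasi-likelihood test, 0 genes passed both the FDR and the fold-change limit, with 1577 genes at an unadjusted p under 0.05, and the adjusted p-values of the 102 genes in this edgeR test with Benjamini-Hochberg adjustment were 0.448 to 0.459. With DESeq2 in place of edgeR, 35 genes were called, 31 higher and 4 lower, and 34 of them were among the 102. With the dispersion estimated from all 24 libraries in place of the 6 compared, 16 genes were called, 8 higher and 8 lower. Leaving out 1 library at a time gave 30 to 252 calls across 6 fits.
The called genes with the largest differences included Ttr, which encodes the thyroid hormone carrier transthyretin, with a log2 fold change of 6.89 (standard error 1.37, adjusted p = 0.000422 from edgeR's exact test), Slc4a5 with 6.86 (adjusted p = 0.000518), Tmem72 with 6.25 (adjusted p = 0.000422) and Kcne2 with 6.13 (adjusted p = 0.000716). Slc16a8 had at most 1 count in a WT library and was at least 28.7-fold higher in Tob-KO. Ttr was at 29.0, 2881 and 1107 CPM in the 3 Tob-KO libraries and at 3.64, 13.6 and 16.6 CPM in the 3 WT libraries at 15 min. In naive mice, Ttr was at 2097, 580.0 and 16.9 CPM in WT and at 35.8, 4211 and 1967 CPM in Tob-KO, so its spread between mice of 1 group was as wide as the difference at 15 min. Among the genes lower in the libraries labelled Tob-KO, Hif3a had a log2 fold change of -1.24 (adjusted p = 0.000461 from edgeR's exact test), the haem synthesis gene Alas2 -1.39 (adjusted p = 0.00325) and S100a8 -3.16 (adjusted p = 0.00314). Marker genes of erythroid cells and of neutrophils were also lower on average in Tob-KO at 15 min. They differed by -0.784 and -0.744 on the log2 scale (exact permutation p = 0.1 and 0.4). Whether blood cells in the dissected tissue explain Alas2 and S100a8 was not tested. Gm11940, Krt12 and A830036E02Rik were called with log2 fold changes of 1.73, -1.33 and -1.47 (adjusted p = 0.00201, 0.039 and 0.000155 from the same edgeR test).
A score of 18 marker genes of the choroid plexus, the secretory tissue of the brain ventricles that lies beside the hippocampus, was computed for each library as the mean difference of their log2 CPM from the mean of the 24 libraries. At 15 min, the score was 0.36 ± 2.01 in Tob-KO and -2.23 ± 0.15 (SD, n = 3) in WT, a difference of 2.59 (exact two-sided permutation p = 0.1, the smallest that 3 against 3 mice allow; 0.5 after Benjamini-Hochberg adjustment over the lists and time points). Over the 18 libraries of the other time points, the score fell into 2 sets, 12 libraries from 0.06 to 2.62 and 6 libraries from -2.55 to -1.88, with as many Tob-KO as WT libraries in each. The mean level of the 69 genes called higher that are not marker genes themselves was compared with the score within each set. Over the 12 libraries, Pearson's r was 0.942 (permutation p = 0.00018, and 0.00216 after Benjamini-Hochberg adjustment over 12 relations with marker scores), Spearman's rho was 0.678 (permutation p = 0.0188, adjusted 0.15), and r was 0.838 without the 2 libraries farthest from the median score. Over the 6 libraries, r was 0.811 (exact permutation p = 0.0611, adjusted 0.147), rho was 0.6 (exact permutation p = 0.242, adjusted 0.415), and r was 0.573 without the 2 farthest.

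**Figure D2:**
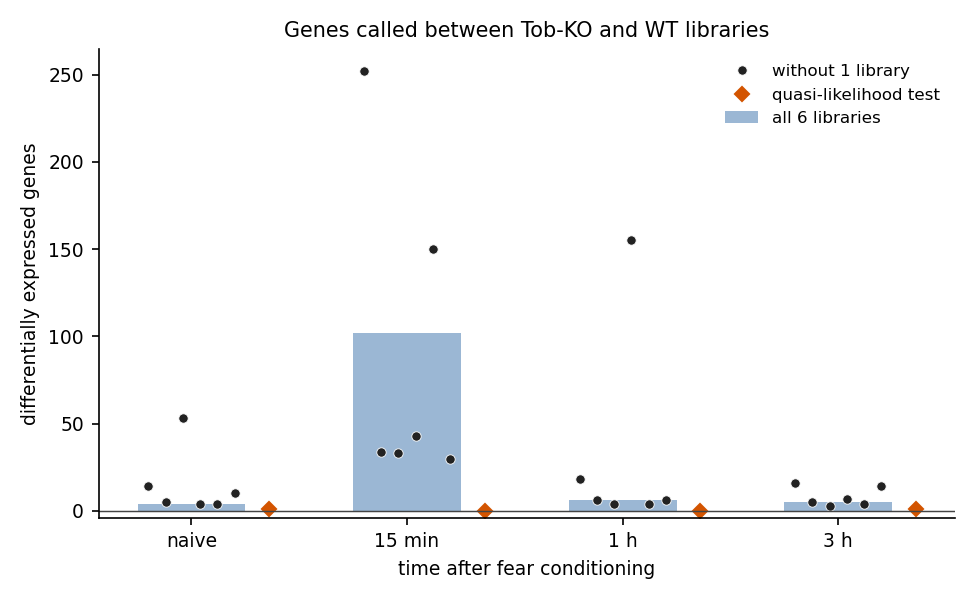
Number of genes called between Tob-KO and WT (vertical axis) in naive mice and 15 min, 1 h and 3 h after conditioning (horizontal axis). Bars give the calls of edgeR's exact test on 6 libraries, points the calls of the fits that each left out 1 library, and diamonds the calls of the quasi-likelihood test. The bar at 15 min stands at 102 genes, with points from 30 to 252 and the diamond at 0.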

Strikingly, the greatest differential transcriptome changes in *Tob*-KO occurred 15 min after conditioning, in that 26 genes were upregulated and 11 genes were downregulated (EdgeR WT vs KO 15 min after fear conditioning, *p* < 0.05, FDR < 0.05). Therefore, TOB deletion altered the rapid change in the hippocampal transcriptome after fear conditioning.

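The change after conditioning was also tested within each genotype, with edgeR's quasi-likelihood test, an FDR of at most 0.05 and a fold change of at least 2. From naive mice to 15 min, 4 genes were called in Tob-KO, with 2416 genes at an unadjusted p under 0.05, and 0 genes in WT, with 1119 genes at an unadjusted p under 0.05. The 4 genes were A830036E02Rik, whose log2 fold change from naive to 15 min was 5.16 (standard error 0.29, adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Plin4 with -3.45 (standard error 0.33), Hif3a with -2.15 (standard error 0.20) and Btg2 with 1.20 (standard error 0.12), each of these last with an adjusted p of 0.0408 from the same edgeR test. In WT, Btg2 rose by 1.222 (adjusted p = 0.148 from the same edgeR test), so its call does not set Tob-KO apart. The immediate early gene Fos rose by 2.59 on the log2 scale in Tob-KO and by 1.67 in WT at 15 min, with adjusted p-values of 0.0689 and 0.148 in the quasi-likelihood test. A score of 12 immediate early genes, made like the choroid plexus score, was -0.806 in naive Tob-KO and -0.261 in naive WT. It was 0.524 and 0.819 at 15 min, and 0.344 and 0.431 at 1 h. A larger rise in Tob-KO thus started from a lower score and did not end above WT. From naive mice to 1 h, Fos and Egr2 were called in WT, with log2 fold changes of 1.20 (standard error 0.13, adjusted p = 0.0332) and 1.96 (standard error 0.28, adjusted p = 0.0483) from the same edgeR test. In Tob-KO, 9 genes were called at 1 h, of which Arc, Fos, Junb, Fosb, Cyr61, Egr1 and Egr2 were higher and Gm42851 and Gm44037 lower. Of these, Egr2 had a log2 fold change of 2.73 (standard error 0.26, adjusted p = 0.00989 from edgeR's quasi-likelihood test). At 3 h, 0 genes were called in either genotype, with 639 genes in WT and 1577 in Tob-KO at an unadjusted p under 0.05.
Same-numbered replicates deviated from their group means with a mean correlation of 0.46 between naive and 15 min Tob-KO mice, 0.123 between naive and 1 h Tob-KO mice, -0.351 between naive and 3 h Tob-KO mice and 0.301 between naive and 3 h WT mice. With the replicate number as a block, 16 genes were called in Tob-KO and 16 in WT at 15 min, and 7 in Tob-KO and 2 in WT at 1 h. The exact test called 46 genes in Tob-KO and 26 in WT at 15 min, so the 4 and 0 calls above do not set the genotypes apart. In the fits with the block at 3 h, 0 genes were called in Tob-KO and 0 in WT, with 1378 and 577 genes at an unadjusted p under 0.05.
Whether the difference between genotypes itself changed after conditioning was tested as the interaction of genotype and time over 12 libraries, without a fold-change limit. At 15 min against naive, 1 gene passed, A830036E02Rik, with an interaction of 5.34 on the log2 scale (standard error 0.51, adjusted p = 0.00273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 641 genes had an unadjusted p under 0.05. At 1 h and 3 h against naive, 0 genes passed, with 694 and 882 genes at an unadjusted p under 0.05. The interaction of Fos at 15 min was 0.92 (standard error 0.45, adjusted p = 0.999 from the same edgeR test) and that of Hif3a -1.23 (standard error 0.30, adjusted p = 0.999). A830036E02Rik was at 7.14 ± 1.19 CPM in the 15 min Tob-KO libraries and at 19.8 ± 8.18 CPM (SD, n = 3) in the 15 min WT libraries. From the larger number of genes differing between Tob-KO and WT mice at 15 min than in naive mice, at 1 h and at 3 h, the paper concludes that the loss of TOB changed the rapid response of the hippocampal transcriptome to conditioning.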

**Fig. 5:**
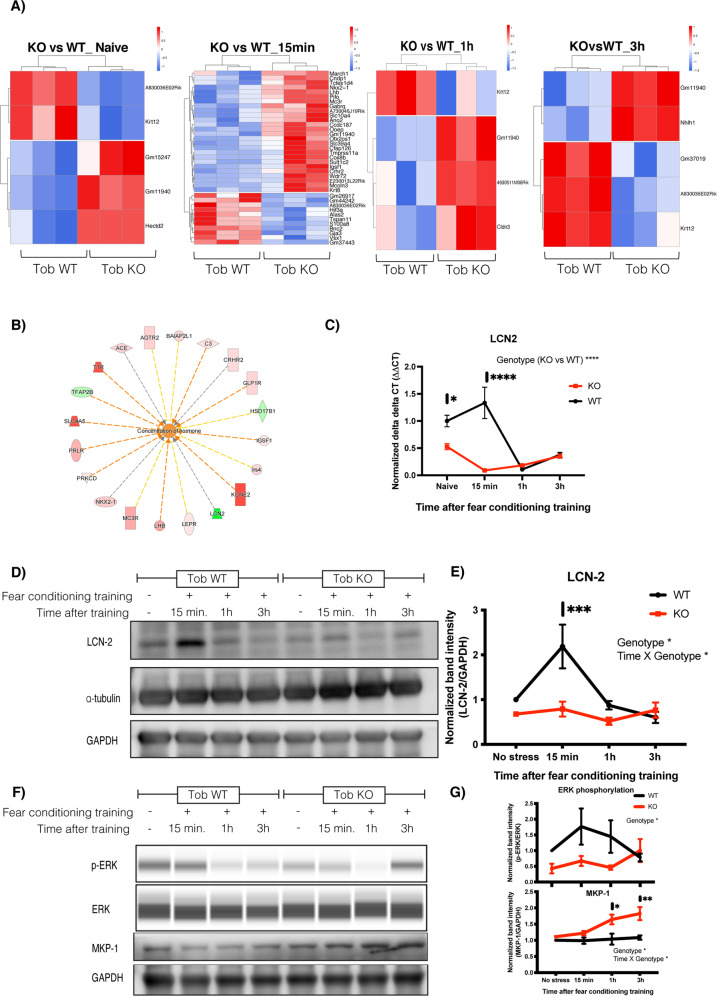
Abnormal transient transcriptional profile in hippocampus of *Tob*-KO mice and suppressed stress-induced LCN2 expression induced after fear conditioning training. **A** Heatmaps for differentially expressed genes in hippocampi of *Tob*-KO compared to *Tob*-WT mice using RNA sequencing without fear conditioning training (naive) and 15 min, 1 h, 3 h after fear conditioning training (represented as z-scores of log raw counts, FC_upregulated_ > 2 FC_downregulated_ < 0.5, *p* < 0.05, FDR < 0.05). **B** Pathway analysis for RNA sequencing candidates using IPA software showing activation of hormonal concentration in hippocampus of Tob KO mice at 15 min post-conditioning. **C** Real-time PCR for lipocalin-2 (*Lcn2*) mRNA in hippocampus of *Tob*-WT and KO naive mice and 15 min, 1 h and 3 h after fear conditioning. Two-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. **D** Western blotting showing protein expression of LCN-2 in hippocampi of naive *Tob*-KO mice and at 15 min, 1 h, and 3 h after fear conditioning training. **E** Normalized band intensity for LCN2 protein immunoblots. Two-way ANOVA followed by Bonferoni’s *post-hoc* test for multiple comparisons. **F** Western blotting showing abnormal protein expression in hippocampi of mice lacking *Tob* before and after fear conditioning training at 15 min, 1 h and 3 h. **G** Western blot band intensity quantification plots at different time points post-training compared to naive *Tob*-WT (p-ERK *n* = 4, MKP-1 *n* = 3). All values represent means ± SEMs. ns non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To understand the possible molecular pathway governing this transcriptomic change, we performed pathway analysis. Pathway analysis for differentially expressed genes 15 min after fear conditioning suggested upstream activation of hormone concentration, estrogen receptor 1 (*Esr1*) and dexamethasone-induced pathways with genes for receptors controlling the HPA axis and corticoids like *Mc3r*, *Crhr2*, *Avpr1a* and neuronal inflammation genes like *Lcn-2* (Figs. 5B and S6A–E).

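The input of the pathway analysis, genes at least 2-fold different at 15 min with an unadjusted p of at most 0.05, held 465 genes in edgeR's exact test, 297 higher and 168 lower in the libraries labelled Tob-KO, with DESeq2 it held 293, and with no filter on low counts 673. The fits that each left out 1 library gave 353 to 572 genes, and of the 353 without Tob-KO replicate 2, fewer were higher (166) than lower. The pathway software itself was not used here. All 20 genes that Fig. 5B shows were tested, and each had the direction shown there. Of these, 12 passed the adjusted threshold and 14 showed no overlap between the 3 Tob-KO and the 3 WT libraries. Chance gives 10% for genes picked without regard to their values, but the paper picked these 20 for their difference in the same libraries, so the count is no test of it.
Mc3r (ENSMUSG00000038537.1, chromosome 2 of GRCm38, 172248492 to 172251114, forward strand) encodes a melanocortin receptor. It was at 1.27 ± 0.645 CPM in Tob-KO and at 0.144 ± 0.123 CPM (SD, n = 3) in WT at 15 min, a log2 fold change of 3.16 (standard error 0.63, adjusted p = 0.000982 from edgeR's exact test with Benjamini-Hochberg adjustment). Across the fits without 1 library, it was 2.66 to 4.00. Crhr2 (ENSMUSG00000003476.16, chromosome 6, 55090049 to 55133016, reverse strand) encodes a receptor of the corticotropin-releasing hormone family. It was at 4.21 ± 1.23 CPM in Tob-KO and at 1.55 ± 0.365 CPM (SD, n = 3) in WT, a log2 fold change of 1.45 (standard error 0.26, adjusted p = 0.000982 from the same edgeR test; 1.28 to 1.67 with 1 library left out). Avpr1a (ENSMUSG00000020123.6, chromosome 10, 122448499 to 122453452, forward strand) encodes a vasopressin receptor. It was at 1.23 ± 0.596 CPM in Tob-KO and at 0.425 ± 0.164 CPM (SD, n = 3) in WT, and its log2 fold change of 1.54 was not called (standard error 0.42, adjusted p = 0.0807 from the same edgeR test), though it was with the earlier common and tagwise dispersion of edgeR and in 1 of the 6 fits without 1 library. Esr1 itself (ENSMUSG00000019768.16, chromosome 10, 4611593 to 5005614, forward strand) had a log2 fold change of -0.04 (standard error 0.24, adjusted p = 1.0 from the same edgeR test), which reached 0.29 with 1 library left out. From naive mice to 15 min, Mc3r changed by 0.156 on the log2 scale in Tob-KO and by -2.393 in WT. Crhr2 changed by -0.091 in Tob-KO and -1.113 in WT, and Avpr1a by 0.798 and -0.999. None passed in edgeR's quasi-likelihood test (adjusted p of 0.5748 to 0.9175 in Tob-KO and 0.7856 to 0.806 in WT). The interactions of genotype and time were 2.554, 1.025 and 1.801 (adjusted p = 0.999 each from this test). A rise in Tob-KO after conditioning was therefore not shown.
Relations of these genes with marker scores were computed over the 18 libraries of the other time points, for the choroid plexus score within its sets of 12 and 6 libraries. A score of marker genes of the septum and striatum, brain regions near the hippocampus, showed no such sets. Over the family of 11 relations, Avpr1a followed the septum and striatum score over the 18 libraries, with r = 0.805 (permutation p = 0.0001, adjusted 0.00055 by Benjamini-Hochberg), rho = 0.814 (permutation p = 0.00012, adjusted 0.00066) and r = 0.701 without the 2 libraries farthest from the median score. Mc3r had r = 0.725 with this score (permutation p = 0.00195, adjusted 0.00715), rho = 0.527 (permutation p = 0.0269, adjusted 0.0986) and r = 0.389 without the 2 farthest libraries, so its relation rests on those libraries. Crhr2 had r = 0.498 (permutation p = 0.0387, adjusted 0.0851), rho = 0.449 (permutation p = 0.0631, adjusted 0.139) and r = 0.446 without the 2 farthest libraries. With the choroid plexus score, r was 0.503 for Crhr2 (permutation p = 0.0987, adjusted 0.155), 0.118 for Mc3r (permutation p = 0.718, adjusted 0.79) and -0.046 for Avpr1a (permutation p = 0.887, adjusted 0.887) over the 12 libraries, where rho was 0.182, 0.203 and -0.322 (permutation p = 0.574, 0.527 and 0.309). Without the 2 farthest of the 12 libraries, r was 0.366, 0.576 and -0.012. Over the 6 libraries, r was 0.426 (exact permutation p = 0.415), 0.869 (exact permutation p = 0.0278, adjusted 0.0764) and 0.787 (exact permutation p = 0.0778) for Crhr2, Mc3r and Avpr1a, and rho was 0.371, 0.771 and 0.486 (exact permutation p = 0.497, 0.103 and 0.356). Ttr, which Fig. 5B shows, followed the choroid plexus score over the 12 libraries with r = 0.996 (permutation p = 1e-05, the smallest that 100000 permutations give, adjusted 0.00011), rho = 0.958 (permutation p = 1e-05) and r = 0.985 without the 2 farthest. Over the 6 libraries, r was 0.71 (exact permutation p = 0.131) and rho 0.829 (exact permutation p = 0.0583) for Ttr.

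**Figure D3:**
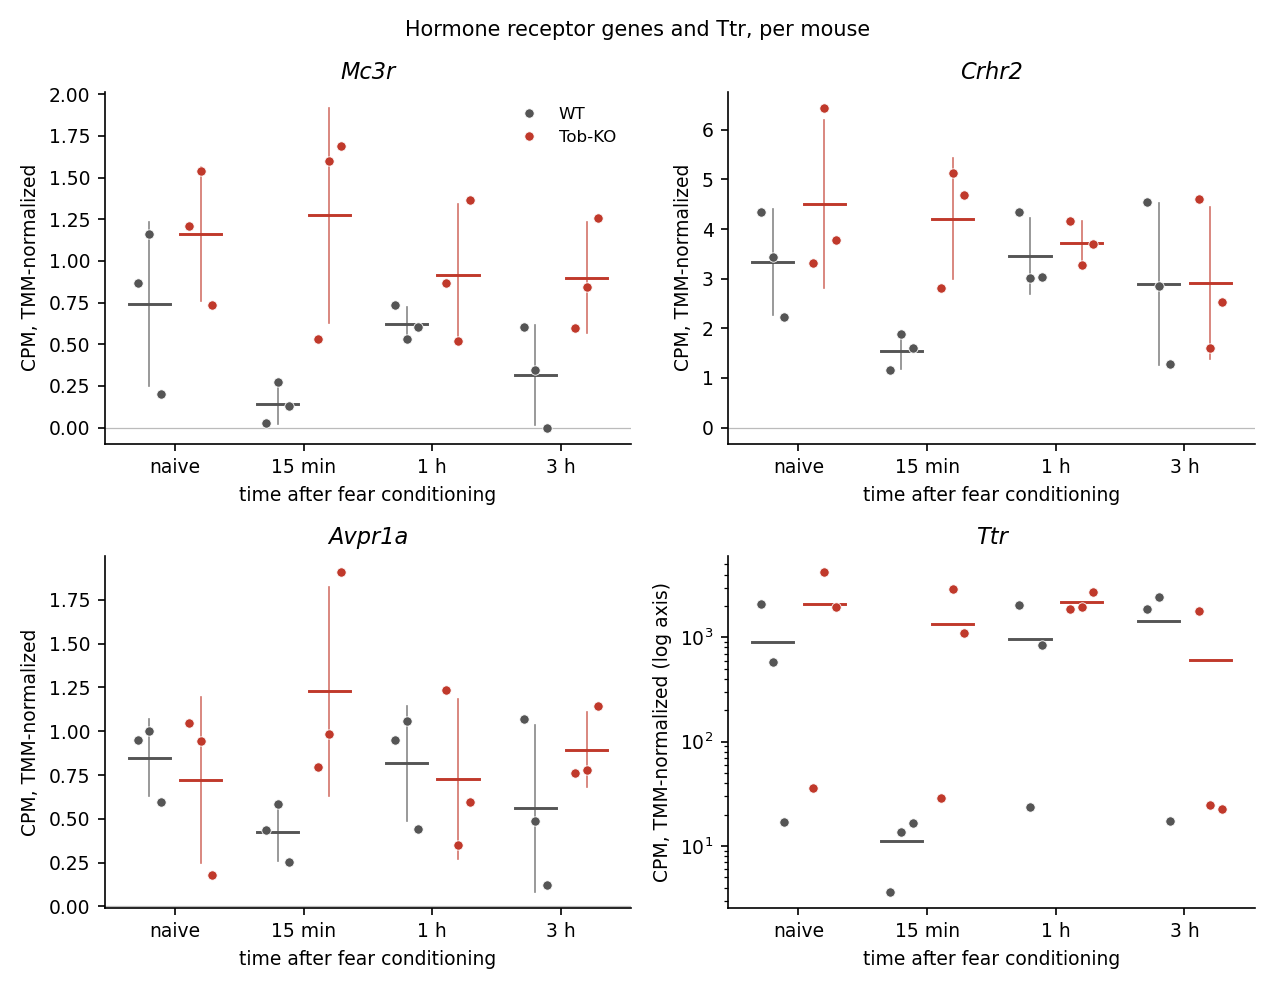
TMM-normalized CPM of Mc3r, Crhr2, Avpr1a and Ttr (vertical axes, logarithmic for Ttr) in naive mice and 15 min, 1 h and 3 h after conditioning (horizontal axes), with a point for each mouse and a line through the group means, with vertical bars of 1 SD (n = 3) for all but Ttr. At 15 min, Crhr2 was at 4.21 CPM on average in Tob-KO against 1.55 CPM in WT.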

Lipocalin-2 (*Lcn2*) was one of the transcripts downregulated in hippocampi of *Tob*-KO mice. 

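Lcn2 (ENSMUSG00000026822.14, chromosome 2 of GRCm38, 32384633 to 32388252, reverse strand) was counted few times in these libraries, with 1 to 15 counts in the 12 libraries labelled Tob-KO and 2 to 148 in the 12 WT libraries. At 15 min, the 3 WT libraries had 11, 19 and 148 counts and the 3 Tob-KO libraries 9, 1 and 3, which gives 1.91 ± 2.46 CPM and 0.133 ± 0.145 CPM (SD, n = 3). The log2 fold change of Lcn2 at 15 min was -3.84 (standard error 1.12), with an adjusted p of 0.0554 from edgeR's exact test with Benjamini-Hochberg adjustment, just above the limit of 0.05. Lcn2 was called with no filter on low counts, with the dispersion from all 24 libraries, with the filter from these as well, with the earlier common and tagwise dispersion of edgeR, with its likelihood ratio test and in 3 of the 6 fits without 1 library. With 1 library left out, the log2 fold change was -5.13 to -1.90. Every Tob-KO library was below every WT library at 15 min (exact two-sided permutation p = 0.1, the smallest that 3 against 3 mice allow). In naive mice, Lcn2 had 33, 13 and 21 counts in WT and 2, 9 and 15 in Tob-KO, a log2 fold change of -1.34 that was not called (adjusted p = 1.0 from edgeR's exact test) and that was -1.93 to -0.90 with 1 library left out. At 3 h, Lcn2 had 13, 26 and 7 counts in WT and 10, 8 and 5 in Tob-KO, with a log2 fold change of -1.08 (adjusted p = 1.0 from edgeR's exact test). At 1 h, no library had more than 5 counts of Lcn2 and the gene was below the filter for testing. The interaction of genotype and time for Lcn2 at 15 min against naive was -2.56 (standard error 1.51, adjusted p = 0.999 from edgeR's quasi-likelihood test). From naive to 15 min, Lcn2 changed by 1.468 on the log2 scale in WT (standard error 0.837, adjusted p = 0.843 from this test), which was not called. Over all time points, its log2 fold change between Tob-KO and WT was -2.048 (standard error 0.505, adjusted p = 0.0619 from this test).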

To confirm this, we performed qRT-PCR, which showed lower mRNA levels in hippocampi of *Tob*-KO mice for naive and 15 min post-fear conditioning (F_1,16_ = 27.4, *p* < 0.0001 for Genotype effect; _F3,16_ = 14.22, *p* < 0.0001 for Genotype x time effect; WT vs KO naive *p* = 0.0363, 15 min *p* < 0.0001) (Fig. 5C). Lower *Lcn2* mRNA levels coincided with lower protein levels, in which fear conditioning-induced LCN2 protein expression after 15 min was suppressed in *Tob*-KO mice (F_1,4_ = 11.67, *p* = 0.0269 for Genotype effect; F_3,12_ = 5.199, *p* = 0.0157 for Time x Genotype; WT vs KO 15 min *p* = 0.0007) (Fig. 5D, E). These results show that TOB contributes to activation of stress-induced LCN2 transcription and subsequent translation.

Additionally, fear-induced ERK phosphorylation was inhibited in hippocampi of KO mice after fear conditioning (F_1,24_ = 7.395, *p* = 0.0120 for Genotype effect) (Figs. 5F, G, S7G). On the other hand, MKP-1 protein levels were elevated in KO mice (F_1,3_ = 12.25, *p* = 0.0395 for Genotype effect; F_3,9_ = 5.358, *p* = 0.0216 for Time × Genotype; WT vs KO 1 h *p* = 0.0124, 3 h *p* = 0.0029). Similarly, lower levels of p-ERK were observed in the hippocampi of *Tob*-KO mice after the forced swim test, while AAV-mediated *Tob* overexpression in hippocampi of Tob-KO mice nullified this effect (Fig. S7A–F). Accordingly, TOB deletion repressed stress-induced ERK phosphorylation and simultaneously increased MKP-1 protein levels.

## Discussion

Stress vulnerability and resilience differ among individuals, which suggests a strong influence of genetic factors. However, molecular mechanisms predisposing some individuals to stress-induced psychiatric disorders are not well explored. Here, we introduce TOB as a psychological stress-responsive gene that governs synchrony between brain regions that process emotional regulation. *Tob*-deficient mice showed abnormal functional dynamics in the hippocampus and between the hippocampus and mPFC. Nonetheless, *Tob* deletion led to impaired hippocampal excitatory-inhibitory balance, accompanied by increased AMPAR- and decreased GABAR-mediated synaptic transmission. Additionally, TOB-deficient mice showed abnormal hippocampal-dependent contextual fear conditioning, extinction, and depression-like behaviors. *Tob* deletion resulted in abnormal transient hippocampal transcriptome profiling after fear conditioning in *Tob*-KO mice. Moreover, fear conditioning-induced *Lcn2* expression was suppressed in *Tob*-KO mice, likely through the ERK-mediated pathway (Summarized in Fig. 6).

**Fig. 6:**
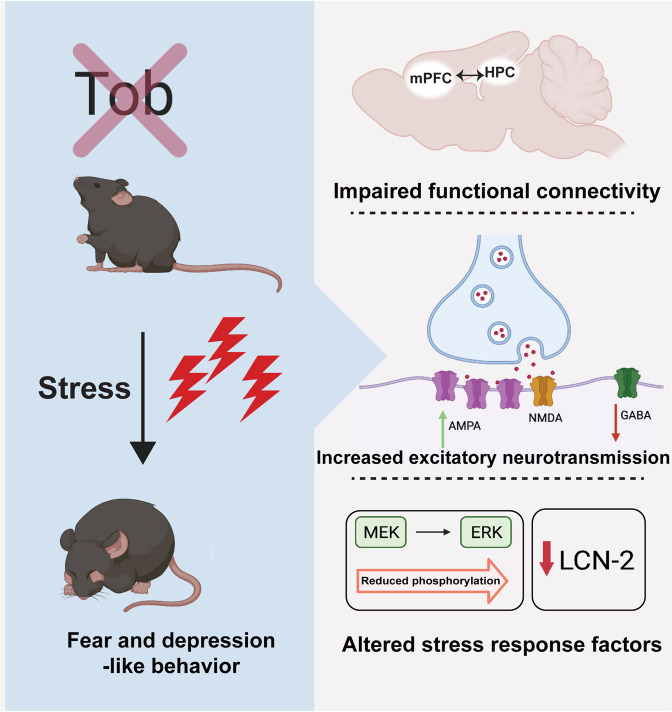
Summary showing the role of TOB in hippocampus-mediated stress response. *Tob* deletion in mice induces hippocampal-dependent pathological behaviors of increased fear and depression-like behaviors. This can be explained by the altered functional connectivity between stress-related regions like hippocampus (HPC) and medial prefrontal cortex (mPFC). *Tob*-deficient hippocampal neurons showed increased excitatory and decreased inhibitory neurotransmission. Stress-induced ERK phosphorylation and LCN-2 expression were lower in the hippocampus of *Tob*-KO mice.

During its initial characterization, TOB was proposed to exhibit a transient response to stimulation [49]. Interestingly, *Tob* was recently classified as one of the early response genes [21, 22], possibly due to the presence of three ATTTA motifs in the 3’UTR of the *Tob* gene, which is commonly observed in immediate early genes [50]. Our results show that hippocampal TOB levels rapidly increased after acute psychological stress. A similar pattern was observed in genes involved in the stress machinery pathway, like PAI-1 and tPA [51, 52]. Nonetheless, other TOB family members, like Tob2 mRNA in the hippocampus, has been reported to respond to learning cues [53].

Our data show decreased hippocampal-medial-prefrontal functional connectivity in KO mice. Altered PFC connectivity to other brain regions predisposes depression, while enhancement is used to evaluate treatment efficiency [54]. Additionally, the mPFC has an inhibitory function in regulating emotional behavior, like reducing fear responses, extinguishing aversive memories, and suppressing the hypothalamic-pituitary adrenal (HPA) axis [55, 56]. Therefore, decreased functional connectivity in *Tob-*KO mice suggests a loss of inhibitory emotional control of the mPFC over the hippocampus. An aberrant increase of hippocampal CA1-DG functional connectivity in *Tob*-KO mice leads to enhanced synchronization and processing in the hippocampus. Together with the significant increase in the excitatory-inhibitory ratio, our data suggest that hippocampal activity is disproportionally increased. This is consistent with reports of decreased prefrontal and increased hippocampal activity in PTSD and depression patients [57–60]. One limitation to our fMRI analysis is that the amygdala, a central hub regulating emotional behavior, could not be included due to high noise originating from nearby veins and the air-filled ear canal [61, 62]. There are reports correlating fMRI with neuronal activity [63]. However, it was challenging to distinguish between excitatory and inhibitory neuronal activity in our study. Nonetheless, the change in hippocampal functional connectivity in *Tob*-KO mice suggests a causative change in neuronal activity. The mPFC is anatomically connected to the hippocampus through CA1 [64]. Therefore, we decided to measure CA1 neuronal activity, as we speculated that it helps to regulate hippocampal and mPFC-hippocampal connectivity.

Our results show that TOB is expressed in the synaptic fraction, suggesting its possible function in synaptic neurotransmission. This is compatible with a single-cell sequencing study by Qiu et al. [21], which showed a rapid increase in *Tob* expression in excitatory neurons after neuronal stimulation. Our results from *Tob*-deficient hippocampal slices show increased AMPAR-mediated and decreased GABAR-mediated neuronal transmission. Interestingly, increased expression of AMPARs and subsequent neuronal activity were observed in response to stress [65]. On the other hand, decreased inhibitory neurotransmission is a well-established etiology for depression, anxiety, and PTSD [66–68]. Also, inhibiting GABAergic neurons in CA1 altered the hippocampal-mPFC neuronal firing synchronization [69]. As expected, TOB-deficient slices show an elevated excitatory/inhibitory (E/I) ratio. A similar increase in E/I ratio is observed in stress and depression mouse models [70–72]. Taken together, the observed change in CA1 neuronal activity of *Tob*-KO mice is strongly linked to the altered functional connectivity between the hippocampus and prefrontal cortex. Additionally, the altered excitation and inhibition balance might be a consequence of decreased inhibitory synaptic transmission [66]. One limitation of our study is that fMRI imaging and electrophysiological recording were done on naive non-stressed mice to analyze basal levels. This was necessary to evaluate abnormal factors leading to altered stress responses. Future measurement of neuronal activity at cellular and circuit levels after stress would offer more insight on the function of TOB in the brain’s dynamic stress network level.

Fear conditioning and extinction have been introduced as a model of PTSD, to assess emotional behavior in response to aversive stimuli [73]. A stress-induced increase in AMPARs was reported to enhance fear memory [74, 75]. Therefore, elevated hippocampal neurotransmission can be linked to the increased contextual fear conditioning and extinction of *Tob*-KO mice. Our rescue and hippocampal-specific knockout experiments demonstrate that enhanced fear in *Tob*-KO mice is hippocampal-dependent. Forced swim has been implemented to evaluate the ability to cope with inescapable stress [76, 77]. *Tob*-KO mice exhibit depression-like behavior when exposed to forced swim, this suggests that TOB may function in efficiently coping with stressors. Such depression-like behavior is consistent with previously reported low *TOB* mRNA levels in major depressive disorder (MDD) patients [23]. On the other hand, hippocampus-specific *Tob*-KO did not induce anxiety, and TOB re-expression in the hippocampus did not reduce it. Therefore, the increased anxiety in *Tob*-KO mice could be mediated by a brain region other than the hippocampus. This accords with studies showing that anxiety is mainly regulated by the amygdala and prefrontal cortex [78]. Taken together, TOB is important for intact hippocampal-mediated stress coping behaviors, namely fear and depression.

How does TOB execute stress-induced molecular functions in the hippocampus? TOB regulates gene transcription and mRNA post-transcriptional stability [29, 79, 80]. The transient increase in differentially expressed genes 15 min after fear conditioning in KO mice could be attributed to the functions of TOB in regulating post-transcriptional and post-translational modification processes. These processes can also occur away from the cell body, sometimes locally in the synapse, which might also explain the observed immediate effect. The abnormal changes in hormone receptor levels of KO mice after fear conditioning suggest the activation of stress-induced hormonal pathway. *Ttr*, *Crhr2*, *Avpr1a* and *Mc3r* are among the activated genes that could be involved in this pathway. *Ttr* gene expression is regulated by glucocorticoids and estradiol [81, 82]. *Crhr2* is activated by Urocotins I, II (stresscopin-related peptide), and III (stresscopin), which belong to the corticotrophin-releasing factor (CRF)-related peptides [83]. *Crhr2* expression in the brain has been correlated with fear [84]. Similarly, elevated Crhr2 was attributed to an inability to cope with stress, consequently predisposing the individual to PTSD or suicide [85, 86]. Interestingly, stimulating Crhr2 with different concentrations of agonist, led to either activation or inhibition of the HPA axis [87]. *Avpr1a* is another interesting candidate. Its activation leads to increased fear response and anxiety [88]. Additionally, AVPR1A contributes to activation of the HPA-axis by increasing ACTH and corticosterone levels [89]. Lastly, Melanocortin 3 receptor (*Mc3r*) is another candidate activated by melanocortin peptides, namely alpha, beta, and gamma-melanocyte-stimulating hormones (MSHs) and adrenocorticotrophic hormone (ACTH)) [90]. MC3R activation has been linked to increased anxiety and stress response [91]. Collectively, the increased mRNA expression of hormone receptor levels in hippocampi of *Tob*-KO mice after fear conditioning may give rise to hormone-mediated abnormal behavior, partly through the hyperactivated HPA axis. This might also be induced by decreased inhibitory neurotransmission, which increases HPA axis activity [92], anxiety, and responses to stress [93].

Fear conditioning induced a transient increase in LCN2 expression in hippocampi of WT mice, which was inhibited by *Tob* deletion. Like *Tob*, *Lcn2* is an acute phase gene [94] that shows increased hippocampal expression in response to restraint stress [95]. Additionally, LCN2 deletion in mice caused anxious- and depressive-like behaviors [96], which resemble those of *Tob*-KO mice. Lower LCN2 expression in TOB-deficient hippocampus can be linked to the observed increase in CA1 excitatory neurotransmission, as LCN2 deficiency induces hippocampal neuronal excitability [95]. Therefore, TOB functions in response to stress may be partially mediated through LCN2. However, until now there has been no evidence showing any interaction between TOB and LCN2. ERK phosphorylation might be the missing link between TOB and LCN2. We observed decreased stress-induced ERK phosphorylation in hippocampus of *Tob*-KO mice. Decreased ERK phosphorylation has been attributed to stress-induced depression [97]. The interaction between TOB and ERK is bidirectional, in that ERK phosphorylates TOB and TOB impacts ERK phosphorylation [26, 98, 99]. On the other hand, ERK phosphorylation induces LCN2 expression [100]. Therefore, it is highly suggestive that decreased LCN2 levels after stress in *Tob-*KO mice are due to altered ERK phosphorylation. The altered stress-induced hippocampal transcription profile after *Tob* deletion, can also be caused by the post-translational changes in ERK. One of the upstream phosphatases controlling ERK phosphorylation is MKP-1, which is overexpressed in hippocampi of *Tob*-KO mice. This is consistent with previous reports that MKP-1 expression is induced by cellular stress and acute glucocorticoid treatment [101], to inactivate MAP kinases such as ERK [102]. The temporal differences between the stress-induced TOB expression and altered molecular pathways, suggest that *Tob* is orchestrating the initiation of the stress coping molecular machinery. Yet, it would be interesting to dissect the functional role of the elevated post-stress TOB in the stress signaling machinery.

In summary, this study demonstrates increased TOB levels after acute stress and highlights its function in the hippocampus by maintaining normal fear and depressive behaviors. We also show that TOB regulates the rapid transcriptional response after acute stress, hippocampal connectivity, and synaptic transmission. These observations set the stage for future use of TOB as a stress biomarker or vulnerability predictor for individuals prone to stress.

## Supplementary information

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

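RNA sequencing was the only experiment of the paper analysed here. It covered the hippocampi of 24 male mice in 8 groups of 3, namely Tob-KO and WT mice that were naive or were culled 15 min, 1 h or 3 h after contextual fear conditioning. The genotype, the time point and the replicate number of each library were taken from the sample labels, whose groups match those of the paper's results. Behaviour, electrophysiology, imaging, immunoblots and real-time PCR were not analysed here.

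The authors purified poly(A) RNA, prepared directional libraries with 8 PCR cycles and sequenced 150-bp paired-end reads. They mapped the reads to GRCm38 with STAR in the nf-core/rnaseq pipeline and counted them on genes with HTSeq in OmicsBox. The authors deposited a table of raw counts, whole numbers of reads per gene and library without normalization, for 47593 genes by 24 libraries. The paper's text does not name the annotation release, the strand setting of the counting, the handling of duplicate reads or the handling of reads that map to several genes. PCR reads were counted without molecular identifiers, so counts are not independent molecules. Multimapping and overlapping genes limit single genes most: antisense transcripts, overlapping genes and genes with near-identical copies are uncertain.

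The table names genes by symbol. Of the names, 27 were dates, as a spreadsheet writes symbols such as those of the March and Sept families, and 2 of these occurred more than once, so these genes were kept in the tests but not assigned. Symbols were matched to GENCODE's gene annotation of GRCm38, and 45126 genes (94.8%) matched exactly 1 annotated gene. Coordinates are 1-based on that build. The annotation used for coordinates may differ from the one used for counting. Sequence positions of the real-time PCR primers were found by matching both primers of a pair to the annotated transcripts.

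The depth was 28847989 to 41595972 counts per library, with a median of 31169386. A gene at the filter of 0.2 CPM, counts scaled to a common library size, has few counts at this depth, so fold changes of such genes are imprecise. Where all libraries of a group had at most 3 counts, a fold change was computed against this floor and is a lower bound.

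Every library was compared with the others of its group by a chi-square of the counts over genes, and 3.89 to 24.8 per degree of freedom over the 24 pairs showed no pair that could be 1 library deposited more than once. TMM normalization moved the median log2 fold change of all genes by at most 0.01 from that with library size alone in each of the 4 comparisons of genotypes.

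The 4 comparisons of Tob-KO with WT used the paper's settings: edgeR's exact test (edgeR 4.0.16 in R 4.3.3) after TMM normalization, at least 0.2 CPM in 2 of the 6 libraries compared, a Benjamini-Hochberg FDR of at most 0.05, a p-value of at most 0.05 and a fold change of at least 2. Only the 6 libraries compared entered the filter and the dispersion. The quasi-likelihood test of edgeR was run beside each, and standard errors of log2 fold changes come from it. The paper gives no test for the change over time within a genotype or for the interaction of genotype and time. These were tested with edgeR's quasi-likelihood test, over 6 libraries with the same limits and over 12 libraries without a fold-change limit. The genotype difference over all time points was tested over 24 libraries with time point as a factor.

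Levels are CPM after TMM normalization over the 24 libraries, given as mean ± SD over mice. Scores of 10 lists of marker genes were computed per library as the mean of the log2 CPM (prior count 2) minus each gene's mean over the 24 libraries. The lists hold 104 genes, 102 of them in the table, and were written before the counts were seen. Scores were compared by permutation, exactly for 3 against 3 mice, where no p-value below 0.1 is possible, and with 100000 permutations of the genotype within time points for 12 against 12. Over the libraries of the other time points the choroid plexus score fell into 2 sets, of 12 and 6 libraries, divided at the widest gap of the score, a division chosen after the scores were seen, and relations with this score were computed within each set. Correlations across libraries used 100000 permutations, or all permutations over the 6 libraries, and medians of correlations were set against 10000 random gene lists of the same size and similar expression. These used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

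The genes named in the text followed a rule: every gene the paper names for its RNA sequencing, every gene of its Fig. 5A and 5B, Dusp1, the marker genes, and in each comparison the 5 genes with the largest absolute log2 fold change among those called whose groups did not overlap. Genes named outside this rule, such as Tob2, Utp18, Gm42851 and Gm44037, were chosen after their values were seen.

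The same replicate numbers occur in every group of the sample labels, and this is where the pairing of replicates comes from. The paper does not describe a pairing, and same-numbered libraries are different mice. Fits with the replicate number as a block were made beside those without it, with the mean correlation of the deviations of same-numbered libraries from their group means as a check of the pairing.

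The alternatives tried were the quasi-likelihood and likelihood ratio tests, DESeq2 1.42.0 with its own size factors, the replicate block, no scaling beyond library size, DESeq2's size factors in edgeR, other filters on low counts, the dispersion from all 24 libraries, the earlier common and tagwise dispersion of edgeR, no fold-change limit, a choroid plexus score as covariate and each library left out in turn.

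The tests were checked on simulated counts drawn from the means and library sizes of the real libraries, with 200 of 17992 to 18003 genes changed 4-fold in each of 3 draws. The exact test and the quasi-likelihood test both recovered 99% to 100% of the changed genes. The share of false calls was 0% to 2.5% with the exact test and 0% to 1.5% with the quasi-likelihood test. Each simulated gene had the dispersion of the trend, genes were drawn independently, and only genes above a minimum level were changed. The simulation thus held no genes that vary together or more than the trend. Its shares therefore do not speak about the 102 calls at 15 min.

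Tob1 was higher, not lower, in all libraries labelled Tob-KO, so directions refer to the libraries as labelled. Pathway analysis was not repeated, since the paper used commercial software that was not used here. Only the number of genes in its input was computed.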

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

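In this part, the tests of the genes around A830036E02Rik, of the directions in Fig. 5A, of Tob2 and of other splits of the libraries were chosen only after the results were seen, and the test of the genes near Tob1 was not.

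The difference between genotypes in A830036E02Rik was smaller at 15 min than in naive mice, by a test of the difference itself. The interaction of genotype and time was 5.34 on the log2 scale (standard error 0.51, adjusted p = 0.00273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the interaction called 2 genes, and with the dispersion from all 24 libraries 0. Of the 32 splits of the 12 libraries that exchange genotype labels within same-numbered pairs, the real one included, 6 gave at least 1 gene, so the number of genes called is no larger than such splits give. The gene stayed low in 8 of the 9 other libraries labelled Tob-KO. In the 1 h group it was at 5.44 CPM in 1 library and at 0.209 and 0.266 CPM in the other two, while the 3 libraries at 15 min had 7.14 ± 1.19 CPM (SD, n = 3). WT RNA mixed into the 15 min libraries would move every gene that separates the genotypes towards WT. Tob1 moved the other way, to a position of -45.2% of the distance from the other Tob-KO libraries to WT, and Utp18, another gene beside Tob1 that separates the genotypes, was at 2.8% on the log2 scale. Tob1 was also higher at 15 min than in naive mice, by 0.197 in WT and 0.327 in Tob-KO. Neither change passed (adjusted p = 0.812 and 0.116 from edgeR's quasi-likelihood test). Such a rise could hide a move towards WT, so the position of Tob1 cannot decide this and Utp18 carries the argument. Tob-KO mice that differ in the DNA around A830036E02Rik are another candidate explanation, since the neighbouring gene Gm11940 would then move as well. On the CPM scale, Gm11940 had moved 45.2% of the distance towards WT in the 15 min libraries (18.3% to 61.2% in single libraries), A830036E02Rik 33.8% (26.3% to 37.8%) and Krt12 38.0% (14.6% to 75.7%), against 4.06% for Utp18. A830036E02Rik and Krt12 overlap on opposite strands, so their counts are not independent, but Gm11940 lies apart from both. Other values for these genes point both ways. On the log2 scale, Gm11940 had moved 28.4% of the distance, Krt12 58.7% and A830036E02Rik 73.7%. The interaction of genotype and time at 15 min was -0.385 for Gm11940 (standard error 0.419, unadjusted p = 0.375, adjusted p = 0.999 from edgeR's quasi-likelihood test) and 1.95 for Krt12 (standard error 0.723, unadjusted p = 0.0189, adjusted p = 0.999). The 2 Tob-KO libraries at 1 h with a low level of A830036E02Rik had Gm11940 at 1.53 and 1.73 CPM, against 1.09, 1.68 and 1.01 CPM in the 3 libraries at 15 min, so a lower level of Gm11940 also occurred without the rise. The 1 h library with 5.44 CPM of A830036E02Rik, on the other hand, had the lowest Gm11940 of its group (1.03 CPM). It also had the highest Krt12 (0.934 CPM, against 0.174 and 0.399 CPM), as mice of another genotype at this locus would. Tob-KO replicate 1 at 3 h had the highest A830036E02Rik (1.16 CPM) and Krt12 (0.795 CPM) of its group. Its Gm11940 (2.585 CPM) was the highest of all Tob-KO libraries, which goes the other way. Whether the rise comes from mice of another genotype at this locus or from conditioning was not settled.

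Tob1 was higher in the libraries labelled Tob-KO, a signal in a gene whose RNA level the paper does not report from these data. The log2 fold change over all time points was 0.56 (standard error 0.037, adjusted p = 1.17e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 12 of 12 libraries labelled Tob-KO were above all WT libraries. Genotype labels exchanged between the deposited libraries and the paper would give the genes of Fig. 5A the opposite direction. All 50 of the 50 entries tested had the direction of the figure, which speaks only about an exchange between the table and the figure. An entry is a gene at a time point, so Gm11940, Krt12 and A830036E02Rik were counted more than once. Reads shared with the paralog Tob2 would change Tob2 as well, and its log2 fold change was 0.033 (36.1 ± 5.64 CPM in Tob-KO and 35.1 ± 4.29 CPM in WT, SD, n = 12). The scaling moved the median of all genes by at most 0.01 on the log2 scale in the comparisons of single time points. A transcript still made from the targeted allele could give such counts, but counts per gene do not show which part of Tob1 was read, so this was not tested.

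Over all time points together, 5 genes were called between Tob-KO and WT with a fold change of at least 2, namely Gm11940, Krt12, A830036E02Rik, Il1rl1 and Cldn3, a comparison the paper does not make. Gm11940 had a log2 fold change of 2.12 (standard error 0.15, adjusted p = 1.69e-09), Krt12 of -2.14 (standard error 0.28, adjusted p = 0.000251), A830036E02Rik of -3.42 (standard error 0.48, adjusted p = 0.00068), Il1rl1 of 1.20 (standard error 0.26, adjusted p = 0.035) and Cldn3 of 1.32 (standard error 0.30, adjusted p = 0.0452), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 80 splits of the 24 libraries, drawn by exchanging genotype labels within same-numbered pairs of a time point, the real one included, 2 gave at least 5 genes, and all splits but the real one gave 0 to 10. Without the fold-change limit, 90 genes passed, 56 higher and 34 lower, against at most 40 in the other splits. Of 88 of these genes with a known position, 17 lay within 20 Mb of Tob1, which is 19.3% against 3.2% of all genes tested (one-sided Fisher's exact test, p = 2.33e-09), and 16 of them were genes other than Tob1. The test counts Tob1 itself and treats neighbouring genes as independent, although some overlap or lie close together, so its p-value is too small. Genes beside Tob1 that came with the targeted allele, from the strain in which it was made, are a candidate explanation for these 17 genes. A regulatory effect of the Tob1 locus on its neighbours would place them there too, and the 2 were not told apart.

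The change over time within each genotype, which the paper does not analyse for RNA sequencing, called 4 genes from naive to 15 min in Tob-KO, 2 genes from naive to 1 h in WT and 9 genes from naive to 1 h in Tob-KO, with edgeR's quasi-likelihood test. Among 4 splits of the 6 libraries that part as many same-numbered pairs, the real one gave the most calls in each of the 3, with 1 of 4 splits as large, too few splits to tell the result from a chance division. The other splits gave 0 genes for the 15 min Tob-KO comparison, 0 to 1 for WT at 1 h and 0 for Tob-KO at 1 h. The 6 splits that part fewer pairs gave at most 1, 0 and 9 genes. The 2 genes in WT, Fos and Egr2, were also among the 9 in Tob-KO, and 6 of the 9 are in the list of immediate early genes. No sequencing batch is given in the labels, so groups of mice handled on different days could not be tested apart from the time points. That these 3 comparisons called genes and 15 min in WT called 0, with 1119 genes at an unadjusted p under 0.05, does not show that the genotypes differ. The interaction at 15 min called only A830036E02Rik.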

How the results depend on the processing

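The likelihood ratio test, this test with the choroid plexus score as covariate, and the filter and dispersion from all 24 libraries together were chosen only after the results were seen. The other alternatives in this part, the marker lists and the rule for named genes were set before the data were examined.

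At 15 min, 102 genes were called between Tob-KO and WT. The quasi-likelihood test called 0 genes, with 1577 at an unadjusted p under 0.05, and this test with the choroid plexus score as covariate also 0. DESeq2 called 35 genes, at least 1 CPM in 3 of the 6 libraries gave 43, and the dispersion from all 24 libraries gave 16, both with the filter from 6 and with the filter from 24 libraries. The likelihood ratio test called 120 genes, which included all 102, and with the choroid plexus score as covariate it called 3, none of them among the 102. The score differed between the genotypes at 15 min by 2.59, so as a covariate it takes up part of the difference between them. With no scaling beyond library size or with DESeq2's size factors in edgeR, the same 102 genes were called. The filter over all 24 libraries and no filter each gave 97 genes, the earlier dispersion of edgeR 141 and no fold-change limit 137. The 6 fits without 1 library gave 30 to 252 genes. Of the genes called, 82.4% were higher in the libraries labelled Tob-KO, against 50.0% with the dispersion from all 24 libraries, 40.0% without WT replicate 3 (12 higher and 18 lower) and 33.3% of the 3 genes of the likelihood ratio test with the covariate. In the other fits that called any gene, 65.1% to 88.6% were higher. The cause of the other changes was not tested.

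In naive mice, where 4 genes were called, the quasi-likelihood test called 1, with the covariate 1, the earlier dispersion of edgeR 7, no fold-change limit 7 and the likelihood ratio test with the covariate 7. Leaving out 1 library at a time gave 4 to 53 genes. The 53 genes, without Tob-KO replicate 3, were 8 higher and 45 lower, against 2 and 2 with all 6 libraries. At 1 h, where 6 genes were called, the quasi-likelihood test called 0, with the covariate 0, at least 1 CPM in 3 libraries 3, the dispersion from all 24 libraries 1 with either filter, and no fold-change limit 22. The quasi-likelihood count of 0 at 1 h stands beside 1136 genes at an unadjusted p under 0.05. The fits without 1 library gave 4 to 155 genes, the largest range of these 3 comparisons. The 155 genes, without WT replicate 1, were 152 higher and 3 lower, against 5 and 1 with all 6 libraries. The likelihood ratio test with the covariate called 6 genes at 1 h, but only 1 of the same genes, with 1 higher and 5 lower. At 3 h, where 5 genes were called, the quasi-likelihood test called 1, with the covariate 1, no fold-change limit 12, the likelihood ratio test 8 and with the covariate 10. Without 1 library, 3 to 16 genes were called. The cause was not tested.

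Over all time points together, where 5 genes were called, DESeq2 called 8, the fit without the 15 min libraries 3 and no fold-change limit 90. For the interaction at 15 min against naive, which called 1 gene, DESeq2 called 2, the dispersion from all 24 libraries 0, and leaving out 1 library at a time 1 to 2. The interactions at 1 h and 3 h called 0 genes in the fits with all libraries and in all fits without 1 library (0 to 0), with 694 and 882 genes at an unadjusted p under 0.05. The input of the pathway analysis held 465 genes, 293 with DESeq2, 673 with no filter and 353 to 572 with 1 library left out. Without Tob-KO replicate 2, it held 353 genes, of which fewer were higher (166) than lower. The cause was not tested.

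For the change over time, the exact test called more genes than the quasi-likelihood test in each of the 6 comparisons. From naive to 15 min, it called 26 in WT (0 with the quasi-likelihood test) and 46 in Tob-KO (4), DESeq2 called 13 and 21, and the dispersion from all 24 libraries gave 6 and 39. With 1 library left out, it was 0 to 13 and 1 to 5. From naive to 1 h, the exact test called 25 in WT (2 with the quasi-likelihood test) and 39 in Tob-KO (9), and DESeq2 called 6 and 14. In WT at 1 h, no scaling beyond library size gave 1 gene and at least 1 CPM in 3 libraries 1. In Tob-KO at 1 h, the dispersion from all 24 libraries gave 23. Leaving out 1 library at a time gave 0 to 3 in WT and 1 to 42 in Tob-KO. From naive to 3 h, the exact test called 1 gene in WT and 2 in Tob-KO, and DESeq2 called 2 in each, where the quasi-likelihood test called 0, with 639 and 1577 genes at an unadjusted p under 0.05, and 0 to 0 with 1 library left out. The cause was not tested.

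The replicate number as a block in the quasi-likelihood test called 1 gene in naive mice, 6 at 15 min (5 higher, 1 lower), 0 at 1 h (1261 genes at an unadjusted p under 0.05) and 0 at 3 h (875). The check of the pairing, the mean correlation of the deviations of same-numbered libraries, was 0.064 at 15 min and 0.037 at 1 h. With the block, the change from naive to 15 min called 16 genes in WT, where the pairing check gave 0.048, and 16 in Tob-KO, where it gave 0.46. From naive to 1 h, the block gave 2 genes in WT, with a pairing check of 0.074. The interaction with the block called 1 gene at 15 min, 0 at 1 h and 0 at 3 h (749, 739 and 1044 genes at an unadjusted p under 0.05), with pairing checks of 0.06, -0.06 and 0.06. Over all time points, 5 genes were called with the block.

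For the genes named in the text, 74 comparisons were computed under the quasi-likelihood test, this test with the replicate block, DESeq2, no scaling beyond library size, DESeq2's size factors in edgeR, the dispersion from all 24 libraries and with each library left out, but not under the other alternatives. Some settings gave no value for genes with few counts, such as Slc16a8 and Slc24a1, and 861 values were obtained. Of these, 556 kept their direction and their side of the threshold, 289 kept the direction and lost the call, 14 gained a call and 2 changed sign. Both changes of sign were of Esr1, which was not called, with log2 fold changes of 0.29 and 0.02 when 1 library was left out, against -0.04 with all 6 (-0.18 to 0.29 over the 6 fits). Without scaling beyond library size and with DESeq2's size factors in edgeR, all 74 were the same. Calls were lost in 58 comparisons with the quasi-likelihood test, 54 with the replicate block, 37 with the dispersion from all 24 libraries and 26 with DESeq2. Low counts limit several of these genes, among them Lcn2, with 1 to 9 counts in the Tob-KO libraries at 15 min, and Slc16a8, with at most 1 count in a WT library at 15 min.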

Differences from the paper's values

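In this part, only the likelihood ratio tests and the fit with both the filter and the dispersion from all 24 libraries were chosen after the results were seen.

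At 15 min, 84 genes were called higher in the libraries labelled Tob-KO, against the paper's 26. Of the alternatives set before the data were examined, DESeq2 (31), at least 1 CPM in 3 of the 6 libraries (36) and the fits without WT replicate 1 (28), without Tob-KO replicate 2 (28) and without Tob-KO replicate 3 (29) came within 1.5 times of the paper's value. No scaling beyond library size (84), DESeq2's size factors in edgeR (84), the filter over all 24 libraries (81), no filter (82), the earlier dispersion of edgeR (119), no fold-change limit (104), the dispersion from all 24 libraries (8), the replicate block (5), the quasi-likelihood test with and without the choroid plexus covariate (0, with 1577 genes at an unadjusted p under 0.05 without it) and the fits without WT replicate 2 (131), without WT replicate 3 (12) and without Tob-KO replicate 1 (221) did not.

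At 15 min, 18 genes were called lower, against the paper's 11. The filter over all 24 libraries (16), no filter (15), the dispersion from all 24 libraries (8) and the fit without WT replicate 1 (15) came within 1.5 times of the paper's value. The quasi-likelihood test with and without the covariate (0), DESeq2 (4), the replicate block (1), no scaling beyond library size (18), DESeq2's size factors in edgeR (18), at least 1 CPM in 3 libraries (7), the earlier dispersion of edgeR (22), no fold-change limit (33) and the fits without the other libraries (4 to 31) did not.

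At 1 h, 5 genes were called higher, against the paper's 3. DESeq2 (3), no filter (4), at least 1 CPM in 3 libraries (2), and the fits without WT replicate 2 (3), without WT replicate 3 (4) and without Tob-KO replicate 3 (4) came within 1.5 times of the paper's value, and the other alternatives did not.

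Of the 37 genes that Fig. 5A shows at 15 min, 36 were called here with the direction shown. The remaining one, March1, could not be followed, because the table holds such names as dates. At 15 min, 66 called genes are not shown in the figure. Fig. 5A shows Gm15247 as higher in naive Tob-KO mice, where its log2 fold change was 2.49 (adjusted p = 0.0672 from edgeR's exact test with Benjamini-Hochberg adjustment). It was called with DESeq2 and with the earlier dispersion of edgeR, and with the likelihood ratio test with and without the covariate, which were chosen after seeing the values. At 1 h, Vgll3 and Slc24a1 were called here and are not shown.

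The paper names Avpr1a and Lcn2 among the genes at 15 min, and Fig. 5B shows Lcn2. Here the adjusted p was 0.0807 for Avpr1a and 0.0554 for Lcn2 from edgeR's exact test. Avpr1a was called with the earlier dispersion of edgeR. Lcn2 was called with no filter, with the dispersion from all 24 libraries and with the earlier dispersion of edgeR, and also with the likelihood ratio test and with the filter and dispersion from all 24 libraries, both chosen after seeing the values. Fig. 5B also shows Baiap2l1, C3, Glp1r, Hsd17b1, Irs4, Lepr and Tfap2b, which were not called. Of these, Irs4 was called with the earlier dispersion of edgeR and with the likelihood ratio test chosen after seeing the values. Fits with 1 library left out called Irs4 and Lcn2 in 3 of 6 and Avpr1a, Baiap2l1, C3, Glp1r and Lepr in 1 of 6, and for naive mice Gm15247 in 1 of 6. All of these genes met the unadjusted limits of the pathway analysis, with an unadjusted p of at most 0.05 in the exact test and a fold change of at least 2.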

Other observations

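In this part, the test of the septum and striatum genes among the genes that do not follow the choroid plexus score, the correction for GC content and gene length, the division of the libraries by their choroid plexus score and the splits for comparisons other than Tob-KO against WT at 15 min were chosen only after the results were seen.

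Choroid plexus tissue in the dissected hippocampi may explain most of the genes called higher in the libraries labelled Tob-KO at 15 min. The choroid plexus lies beside the hippocampus, and the choroid plexus score, from 18 marker genes, ran from -2.55 to 2.62 over the libraries with a gap of 1.94 in which no library of the other time points fell. At 15 min, all 3 WT libraries were on the low side of the gap (-2.35, -2.06 and -2.29), and of the Tob-KO libraries 1 was inside the gap, close to its low end (-1.84), and 2 were on the high side (2.09 and 0.83). The 18 libraries of the other time points had 6 WT and 6 Tob-KO libraries on the high side and 3 of each on the low side. Over the 12 libraries on the high side, the 69 genes called higher that are not in the marker list had a median r of 0.843 with the score, against 0.021 for random lists of the same size and expression, above all 10000 of them, and 46 of the 69 had an r above 0.5 (66.7%, against 7.7% of all genes tested). Over the 6 libraries on the low side, the median r was 0.606, again above all 10000 random lists. Other scores gave this too. The genes called higher had a median r above all random lists with the ependyma score in both sets (0.318 over the 12 libraries and 0.648 over the 6). The same held over the 12 libraries with the meninges score (0.34, but -0.426 over the 6). It also held there with the score of glucocorticoid response genes (0.205, but -0.096 over the 6). Over the 6 libraries, it held with the hypothalamus score (0.297) and the septum and striatum score (0.445). Only the size of the relation over the 12 libraries therefore sets the choroid plexus apart. The same 69 genes were higher by a median of 1.62 on the log2 scale in the 12 libraries than in the 6, against -0.01 for all genes tested, and 60 of the 69 were higher. The 18 genes called lower had a median r of -0.06 over the 12 libraries, at percentile 15.1 of the random lists, and of -0.326 over the 6 libraries, at percentile 0.86, where 5 of the 18 had an r below -0.5. An effect of TOB on the choroid plexus itself at 15 min cannot be told apart from uneven dissection with 3 mice per group, though the high and low scores in both genotypes at the other time points are consistent with dissection.

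The septum and striatum lists were tested in the same way, since tissue of neighbouring brain regions is another candidate source. At 15 min, the septum and striatum score was 0.32 ± 0.32 in Tob-KO and -0.42 ± 0.40 (SD, n = 3) in WT, with every Tob-KO library above every WT library (exact two-sided permutation p = 0.1, the smallest possible, and 0.5 after Benjamini-Hochberg adjustment). Over the 12 libraries with a high choroid plexus score, the genes called higher had a median r of -0.013 with it, at percentile 1.36 of the random lists, so the genes as a whole did not follow it there, but over the 6 libraries with a low score the median r was 0.445, above all random lists. For the 23 genes called higher whose r with the choroid plexus score was at most 0.5 over the 12 libraries, the median r with the septum and striatum score over the 18 libraries was 0.669, against 0.076 for random lists and above all 10000 of them, and 16 of the 23 had an r above 0.5. The scores of the hypothalamus (difference 0.00 at 15 min, exact permutation p = 1.0) and the thalamus (difference 0.03, exact permutation p = 0.7) showed no such difference between genotypes. The boundary of the dissection is thus a candidate explanation for the 16 genes that followed the septum and striatum score, but not for all 23, which also include Gm11940 (r = -0.028) and Mcoln3 (r = 0.148).

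Library size and base composition were weighed for the same 102 genes. Thinned to the smallest library of the comparison (28985355 counts), a median of 83 genes were called over 5 draws (72 to 90), and total counts of the 2 genotypes overlapped. With offsets for GC content and gene length, the likelihood ratio test called 111 genes, against 117 without them, 110 of them shared, over 17652 of the 18364 genes with a known sequence. Neither removed most of the calls.

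Other splits of the 6 libraries of a comparison show how many calls a chance division gives. At 15 min, 1 of the 4 splits that part as many same-numbered pairs gave 102 genes, the real one, and the others gave 0 to 2. The 6 splits that part fewer pairs gave 0 to 118 genes, and 1 of them gave at least 102. In naive mice, 2 of 4 splits, the real one included, gave at least 4 genes, and all splits but the real one gave 0 to 232. At 1 h, 2 of 4 splits, again with the real one, gave at least 6 genes (0 to 18 in all but the real one). At 3 h, 2 of 4 gave at least 5, and the others of these 4 splits gave 0 to 8. The 6 splits that part fewer pairs gave 0 to 193 genes at 3 h, and 2 of them gave at least 5. With 4 splits, no count can be told from a chance division. For the interaction of genotype and time, where 0 genes were called at 1 h and at 3 h with 694 and 882 genes at an unadjusted p under 0.05, all 32 of 32 splits gave as many, as any split must when the count is 0. For the change from naive to 15 min in WT, and from naive to 3 h in both genotypes, 0 genes were called, with 1119, 639 and 1577 genes at an unadjusted p under 0.05, and 4 of 4 splits gave as many, which is likewise no test.

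Lcn2 at 15 min was weighed against blood cells in the dissected hippocampi. Over the 18 libraries of the other time points, Lcn2 had r = -0.492 with the score of neutrophil markers (permutation p = 0.0371, 0.111 after Benjamini-Hochberg adjustment over 12 relations), rho = -0.496 (permutation p = 0.0376, adjusted 0.15) and r = -0.336 without the 2 libraries farthest from the median score. With the erythroid score, r was 0.118 (permutation p = 0.648) and rho -0.079 (permutation p = 0.755). Neither score rose with Lcn2 over these libraries. At 15 min, however, both scores were higher on average in WT. The erythroid score was 0.62 ± 0.49 in WT and -0.16 ± 0.34 in Tob-KO (SD, n = 3), with every WT library above every Tob-KO library (exact two-sided permutation p = 0.1, the smallest possible, and 0.5 after Benjamini-Hochberg adjustment over the lists and time points). The neutrophil score was 0.59 ± 1.14 in WT and -0.15 ± 0.17 (SD, n = 3) in Tob-KO (exact permutation p = 0.4, adjusted 0.762). Within the WT libraries at 15 min, Lcn2 did not follow these scores. Replicate 3, with the most Lcn2 (148 counts), had a neutrophil score of -0.17 and an erythroid score of 0.52. Replicate 1 had less Lcn2 but the highest neutrophil (1.91) and erythroid (1.15) scores of the 24 libraries. Replicate 2 had 0.035 and 0.19. These are single libraries of a gene with few counts, so an effect of blood cells on Lcn2 at 15 min was still not ruled out. No biological explanation was tested beyond the genotype label.

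Over all time points, the erythroid score differed by -0.384 between the libraries labelled Tob-KO and WT (permutation p = 0.00054, 0.0054 after Benjamini-Hochberg adjustment over 10 lists). The score of 12 immediate early genes differed by -0.347 (permutation p = 0.00285, adjusted 0.0143). The immediate early score differed by -0.544 in naive mice, -0.295 at 15 min, -0.087 at 1 h and -0.463 at 3 h, with exact permutation p-values of 0.1, 0.5, 0.4 and 0.1, so all 4 differences had the same sign and the lowest values that 3 against 3 mice allow were reached in naive mice and at 3 h. The paper does not report either, and no explanation was tested.

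The paper reports MKP-1 as a protein. The mRNA of MKP-1, listed as Dusp1, had log2 fold changes between Tob-KO and WT of -0.59 in naive mice (adjusted p = 0.59), -0.39 at 15 min, 0.22 at 1 h (adjusted p = 0.839) and -0.24 at 3 h, from edgeR's exact test with Benjamini-Hochberg adjustment. Over all time points, the log2 fold change of Dusp1 was -0.25 (adjusted p = 0.383) from edgeR's quasi-likelihood test, so it was not called. In the same test, Dusp1 rose from naive to 1 h by 0.937 on the log2 scale in Tob-KO (adjusted p = 0.0206), under the fold-change limit. In WT it rose by 0.129 (adjusted p = 0.79). At 15 min, Dusp1 was above its naive level in both genotypes, by 1.032 in WT (adjusted p = 0.654) and 1.233 in Tob-KO (adjusted p = 0.192). The interaction of genotype and time at 15 min was 0.204 (standard error 0.372, adjusted p = 0.999), so an early rise was not confined to Tob-KO. The interaction of genotype and time at 1 h was 0.805 (standard error 0.196, unadjusted p = 0.0013, adjusted p = 0.988) and did not pass.

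The 3′ untranslated region of Tob1 holds the pentamer ATTTA at 3 positions on chromosome 11 of GRCm38, from 94214972 to 94214976, from 94215062 to 94215066 and from 94215067 to 94215071. They were found in the reference sequence alone, and no binding or decay was measured.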
